# Steroid nuclear receptor coactivator 2 controls immune tolerance by promoting induced T_reg_ differentiation via up-regulating Nr4a2

**DOI:** 10.1126/sciadv.abn7662

**Published:** 2022-06-15

**Authors:** Wencan Zhang, Xu Cao, Xiancai Zhong, Hongmin Wu, Mingye Feng, Yousang Gwack, Isakov Noah, Zuoming Sun

## Abstract

Steroid nuclear receptor coactivator 2 (SRC2) is a member of a family of transcription coactivators. While SRC1 inhibits the differentiation of regulatory T cells (T_regs_) critical for establishing immune tolerance, we show here that SRC2 stimulates T_reg_ differentiation. SRC2 is dispensable for the development of thymic T_regs_, whereas naive CD4^+^ T cells from mice deficient of SRC2 specific in T_regs_ (*SRC2^fl/fl^/Foxp3^YFP-Cre^*) display defective T_reg_ differentiation. Furthermore, the aged *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice spontaneously develop autoimmune phenotypes including enlarged spleen and lung inflammation infiltrated with IFNγ-producing CD4^+^ T cells. *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice also develop severer experimental autoimmune encephalomyelitis (EAE) due to reduced T_regs_. Mechanically, SRC2 recruited by NFAT1 binds to the promoter and activates the expression of *Nr4a2*, which then stimulates Foxp3 expression to promote T_reg_ differentiation. Members of SRC family coactivators thus play distinct roles in T_reg_ differentiation and are potential drug targets for controlling immune tolerance.

## INTRODUCTION

Regulatory T cells (T_regs_) are essential to protect against autoimmune responses, maintain homeostasis, and damp immune responses after clearance of infection (*1*). However, T_regs_ are often found in tumor microenvironment to effectively prevent antitumor immunity (*2*). The essential physiological function of T_regs_ for induction and maintenance of peripheral tolerance is demonstrated by the uncontrollable autoimmunity in mice and human that lack functional T_regs_ due to a mutation in forkhead box P3 (Foxp3) gene (*3*–*5*). Foxp3 is a lineage-specific transcription factor that determines the generation, maintenance, and function of T_regs_ (*6*). Natural T_regs_ develop in the thymus mostly with T cell receptors (TCRs) recognizing self-antigens (*7*, *8*), whereas induced T_regs_ (iT_regs_) are generated from activation of naive CD4^+^ T cells in the presence of transforming growth factor–β (TGFβ) (*6*, *9*). Naive CD4^+^ T cells can also differentiate into inflammatory effector T cells including T helper 1 (T_H_1), T_H_2, and T_H_17 (*10*, *11*), which are inhibited by T_regs_. A fine balance between inflammatory T cells and T_regs_ is required for a functional immune system. Skewing to inflammatory T cells leads to autoimmunity, whereas development of tumor often associates with the dominance of T_regs_. Thus, understanding the mechanisms that regulate the differentiation of naive T cells into inflammatory T cells and T_regs_ facilitates the development of previously unknown immunotherapies for controlling immune responses.

The steroid receptor coactivator (SRC) family consists of three members, SRC1 (or NCOA1), SRC2 (or NCOA2/TIF2/GRIP1), and SRC3 (or NCOA3/pCIP/ACTR/AIB1). Although SRCs do not directly bind to target DNA, they function as coactivators for steroid nuclear receptors and other transcription factors by interacting with them to stimulate gene transcription (*12*). Hence, SRCs are believed to orchestrate transcription programs critical for multiple cellular processes (*12*). However, the function of SRCs in immune system has long been ignored until recently. Our previous study illustrated that SRC1 can reciprocally regulate the differentiation of inflammatory T_H_17 cells and T_regs_ by promoting T_H_17, whereas it inhibits T_reg_ differentiation (*13*). Similar to SRC1, our other research showed that SRC3 promotes T_H_17 differentiation (*14*), which was also demonstrated by an independent study that further indicated the selective role of SRC3 in the differentiation of pathogenic T_H_17 cells (*15*). Therefore, SRC1 and SRC3 have nonredundant function in stimulating T_H_17 differentiation. With regard to T_regs_, a recent report using germline *SRC3^−/−^* mice and SRC3 inhibitor hinted at a possible function of SRC3 in T_regs_ (*16*). However, SRC3 was found dispensable for T_reg_ differentiation using T cell–specific SRC3 knockout mice (*15*). In contrast to SRC1 and SRC3, the function of SRC2 in T cells remains unknown.

Using T_reg_-specific SRC2 knockout mice (*SRC2^fl/fl^/Foxp3^YFP-Cre^*) and T cell–specific SRC2 knockout mice (*SRC2^fl/fl^/CD4^Cre^*), we demonstrated the essential function of SRC2 in the maintenance of immune balance via regulating the generation of iT_regs_. Naive CD4^+^ T cells from *SRC2^fl/fl^/Foxp3^YFP-Cre^* and *SRC2^fl/fl^/CD4^Cre^* mice were defective in T_reg_ differentiation in vitro and in vivo. Consistently, aged *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice displayed enlarged spleens, weight loss, and damaged lung tissues that were infiltrated with lymphocytes producing inflammatory cytokines. In addition, *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice developed more severe EAE associated with reduced T_regs_ and increased inflammatory CD4^+^ T cells. RNA sequencing (RNA-seq) analysis showed that after polarizing under T_reg_ conditions, *SRC2^fl/fl^/Foxp3^YFP-Cre^* CD4^+^ cells had lower levels of Nr4a2, a transcription factor known to directly regulate Foxp3 expression, and forced expression of *Nr4a2* rescued T_reg_ differentiation in both *SRC2^fl/fl^/Foxp3^YFP-Cre^* and *SRC2^fl/fl^/CD4^Cre^* CD4^+^ cells. Mechanistically, SRC2 interacted with NFAT1, and both were recruited to the promoter region of *Nr4a2*. Furthermore, CRISPR-Cas9–mediated deletion of the DNA promoter region that binds SRC2 and NFAT1 reduced Nr4a2 expression and further impaired T_reg_ differentiation. Therefore, SRC2 recruited by NFAT1 stimulates the expression of Nr4a2, which then promotes T_reg_ differentiation via up-regulation of Foxp3. Together with our previously reported negative role of SRC1 in T_reg_ differentiation, different members of SRC family, SRC1 and SRC2, have opposite functions in T_reg_ differentiation.

## RESULTS

### SRC2 is not required for thymic T_reg_ development but is essential for T_reg_ differentiation from naive CD4^+^ T cells

To determine the function of SRC2 in T_regs_, we generated two strains of mice that deleted *Ncoa2* (encoding SRC2) in T_regs_ (*SRC2^fl/fl^/Foxp3^YFP-Cre^*) or T cells (*SRC2^fl/fl^/CD4^Cre^*), respectively. *Ncoa2* gene deletion in T_regs_ of *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice (fig. S1A) and CD4^+^ cells of *SRC2^fl/fl^/CD4^Cre^* mice (fig. S1B) was confirmed by the lack of SRC2 protein assessed by immunoblot. Furthermore, greatly reduced *Ncoa2* mRNA was observed in *SRC2^fl/fl^/Foxp3^YFP-Cre^* CD4^+^ T cells than in *Foxp3^YFP-Cre^* CD4^+^ T cells as early as 20 hours after polarization (fig. S1C), and in *SRC2^fl/fl^/CD4^Cre^* CD4^+^ T cells than in *SRC2^fl/fl^* CD4^+^ T cells (fig. S1D) polarized under T_reg_ differentiation conditions.

Since T_regs_ develop in the thymus, thymic T_reg_ development was first examined. Overall, thymocyte development was normal in *SRC2^fl/fl^/Foxp3^YFP-Cre^* and *SRC2^fl/fl^/CD4^Cre^* mice, as indicated by thymic cellularity (fig. S1, E and G) and percentage of thymocyte subsets: CD4^−^CD8^−^ double-negative (early thymocytes), CD4^+^CD8^+^ double-positive, and CD4^+^/CD8^+^ single-positive (mature T cells) cells compared to *Foxp3^YFP-Cre^* mice (fig. S1F) and *SRC2^fl/fl^* mice (fig. S1H), respectively. There was no significant difference in the percentage and the number of thymic T_regs_ between *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice (Fig. 1, A and B) and between *SRC2^fl/fl^* and *SRC2^fl/fl^/CD4^Cre^* mice (Fig. 1, C and D). Thus, SRC2 is not essential for thymocyte development, including thymic natural T_reg_ development.

**Fig. 1.**
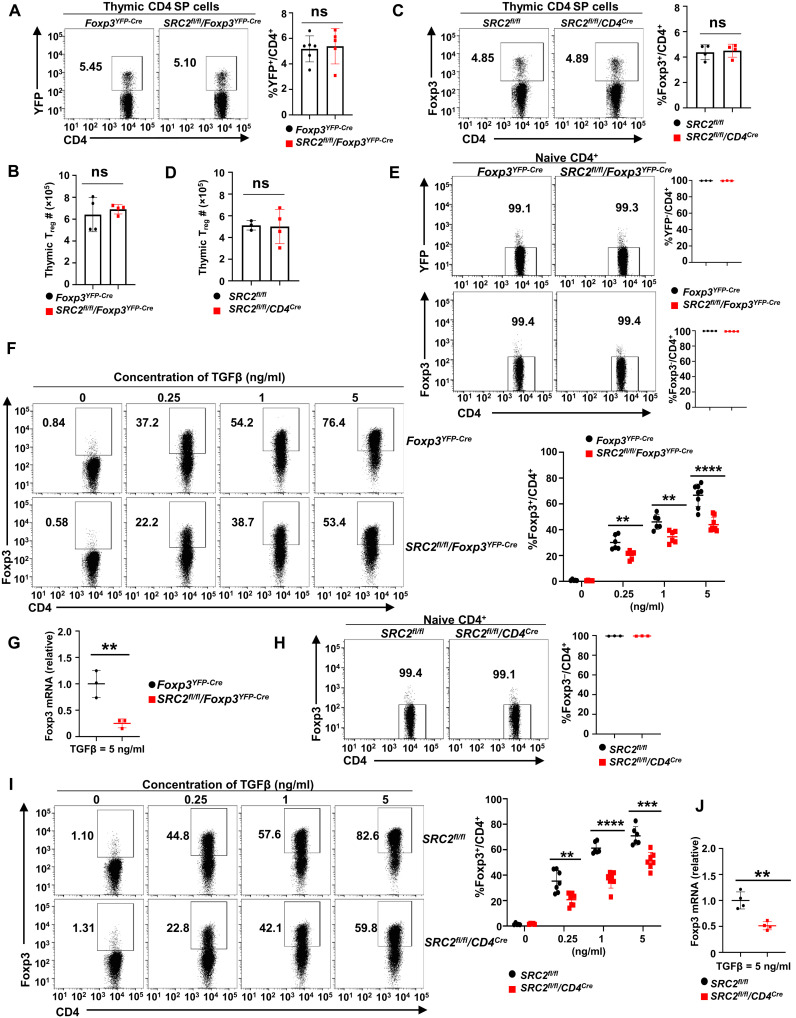
SRC2 is not required for nature T_reg_ development but essential for T_reg_ differentiation from naive Foxp3^−^CD4^+^ T cells. (**A** and **C**) Representative flow cytometric analysis (left panels) and the percentage (right panels) of T_reg_ (YFP^+^ or Foxp3^+^) cells among CD4^+^ thymocytes from indicated mice (*n* ≥ 4 per genotype). (**B** and **D**) Absolute number of T_reg_ in the thymus from indicated mice (*n* ≥ 3 per genotype). (**E**) Representative flow cytometric analysis (left panels) and percentage (right panels) of naive YFP^−^ (top) and Foxp3^−^ (bottom panels) among CD4^+^ cells isolated from spleens of indicated mice (*n* = 3 per genotype). (**F**) Representative flow cytometric analysis (left panels) and percentage (right panel) of Foxp3^+^ T_regs_ differentiated from naive CD4^+^ T cells shown in (E) in the presence of different concentrations of TGFβ for 48 hours (*n* ≥ 4 per treatment cohort). (**G**) Quantitative polymerase chain reaction (qPCR) analysis of *Foxp3* mRNA in indicated CD4^+^ cells 48 hours after T_reg_ differentiation in the presence of TGFβ (5 ng/ml; *n* = 3 per genotype). (**H**) Representative flow cytometric analysis (left panels) and percentage (right panel) of naive Foxp3^−^ CD4^+^ cells isolated from spleens of indicated mice (*n* = 3 per genotype). (**I**) Representative flow cytometric analysis (left panels) and percentage (right panel) of Foxp3^+^ T_regs_ differentiated from naive Foxp3^−^ CD4^+^ cells shown in (H) when treated with varying concentrations of TGFβ for 48 hours (*n* ≥ 5 per genotype). (**J**) qPCR analysis of *Foxp3* mRNA in indicated CD4^+^ cells 48 hours after T_reg_ differentiation in the presence of TGFβ (5 ng/ml; *n* = 4 per genotype). Boxed area: Cell population of interest. Data are from three experiments (B, D, G, J; A, C, E, F, H, and I, right panels; presented as means ± SD) or are from one representative of three independent experiments (A, C, E, F, H, and I, left panels). **P < 0.01; ***P < 0.001; ****P < 0.0005; ns, not significant (two-tailed Student’s *t* test).

iT_regs_ are differentiated from peripheral naive CD4^+^ T cells in the presence of TGFβ. Next, we examined the function of SRC2 on iT_reg_ differentiation. *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice allow us to use yellow fluorescent protein (YFP) as a reporter for Foxp3 expression (fig. S1I). We confirmed that purified naive CD4^+^YFP^−^ T cells (Fig. 1E, top panels) from spleens of *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice were Foxp3^−^ (Fig. 1E, bottom panels). Furthermore, in the presence of TGFβ, these naive CD4^+^YFP^−^ T cells differentiated into Foxp3^+^YFP^+^ T_regs_ (Fig. 1F and fig. S1J). However, the ability of naive CD4^+^YFP^−^ T cells from *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice to generate iT_regs_ was greatly impaired compared to the CD4^+^ T cells from *Foxp3^YFP-Cre^* mice at all the TGFβ concentrations that we tested (Fig. 1F). Consistently, *Foxp3* mRNA was decreased in *SRC2^fl/fl^/Foxp3^YFP-Cre^* CD4^+^ cells than in *Foxp3^YFP-Cre^* CD4^+^ cells after T_reg_ differentiation (Fig. 1G). The observed impaired T_reg_ differentiation was not due to changes in cell proliferation and survival, which were comparable between *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cr^* cells gated on either Foxp3^+^ (fig. S1, K and L, top panels) or Foxp3^−^ cells (fig. S1, K and L, bottom panels), as monitored by the proliferation marker Ki-67 (fig. S1K) and live/dead dye (fig. S1L) at 20 and 48 hours after initiation of T_reg_ differentiation. Similarly, compared to control SRC2*^fl/fl^* CD4^+^ T cells, the capacity of naive *SRC2^fl/fl^/CD4^Cre^* Foxp3^−^CD4^+^ T cells (Fig. 1H) to generate iT_regs_ in vitro was greatly decreased under varying TGFβ concentrations (Fig. 1I) and showed correspondingly lower *Foxp3* mRNA levels in *SRC2^fl/fl^/CD4^Cre^* CD4^+^ cells after T_reg_ differentiation (Fig. 1J). Thus, we show that SRC2, although dispensable for thymic T_reg_ development, is essential for iT_reg_ generation from naive CD4^+^ T cells in vitro.

### SRC2 is required for generating iT_regs_ in vivo

To determine the function of SRC2 in vivo in T_reg_ generation, sorted naive *Foxp3^YFP-Cre^* or naive *SRC2^fl/fl^/Foxp3^YFP-Cre^* YFP^−^CD4^+^ T cells that lack Foxp3^+^ T_regs_ (Fig. 2A) were adoptively transferred to *Rag1^−/−^* mice (*17*, *18*). Significant T_regs_ were detected in spleens and mesenteric lymph nodes (mLNs) 3 weeks after adoptive transfer of naive *Foxp3^YFP-Cre^* CD4^+^ cells (Fig. 2B, top two panels). In contrast, naive *SRC2^fl/fl^/Foxp3^YFP-Cre^* CD4^+^ T cells generated less T_regs_ in vivo (Fig. 2B, bottom). Next, an oral tolerance model was used to determine SRC2 function in the generation of T_regs_ in vivo (*9*). In this model, sorted naive CD4^+^Foxp3^−^ T cells from *OT-II/SRC2^fl/fl^* or *OT-II*/*SRC2^fl/fl^/CD4^Cre^* mice (fig. S2A) were adoptively transferred into *Rag1^−/−^* mice, and T_regs_ were induced mostly in gut-associated lymphoid tissues by feeding ovalbumin peptide (OVA) in drinking water (Fig. 2C). Consistently, significantly less T_regs_ were generated from *OT-II*/*SRC2^fl/fl^/CD4^Cre^* CD4^+^ T cells than from *OT-II/SRC2^fl/fl^* CD4^+^ T cells in colon, mLN, and inguinal lymph nodes (iLNs), but no difference was observed in spleens. Collectively, these results demonstrate an essential role for SRC2 in promoting T_reg_ differentiation in vivo.

**Fig. 2.**
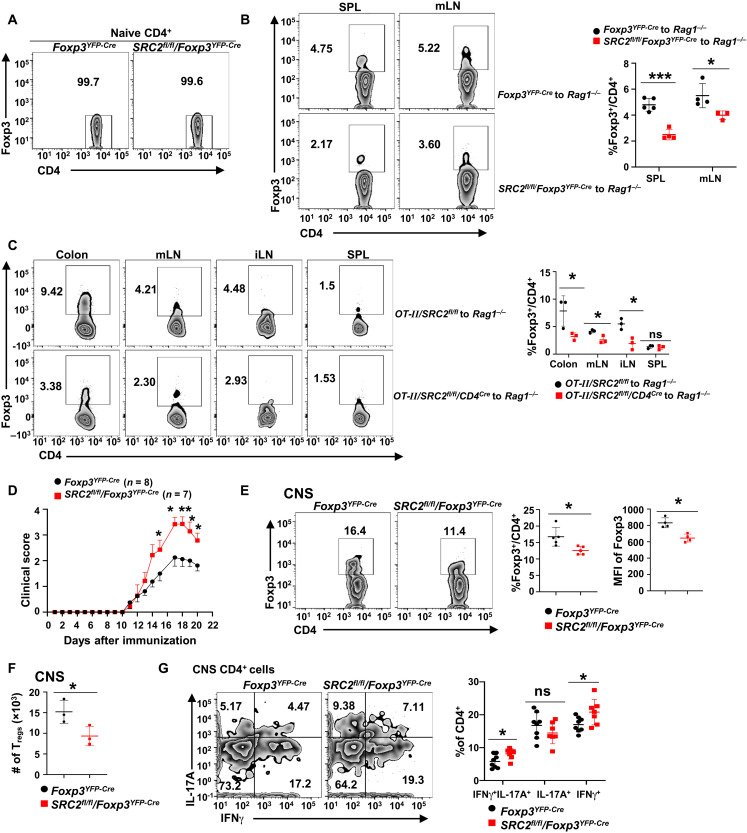
SRC2 is required for generating T_regs_ in vivo. (**A**) Representative flow cytometric analysis of Foxp3^−^ cells in sorted naive CD4^+^ cells from indicated mice before adoptive transfer into *Rag1^−/−^* mice. (**B**) Representative flow cytometric analysis (left panels) and percentage (right panel) of Foxp3^+^CD4^+^ T_regs_ in spleen and mLN of *Rag1^−/−^* mice 3 weeks after adoptive transfer of 0.4 × 10^6^ naive CD4^+^ cells (*n* ≥ 3 per genotype). (**C**) Representative flow cytometric analysis (left panels) and percentage (right panel) of Foxp3^+^ CD4^+^ T_regs_ in colon, mLN, iLN, and spleen of *Rag1^−/−^* mice transferred with 3 × 10^6^ naive *OT-II/SRC2^fl/fl^* or *OT-II/SRC2^fl/fl^/CD4^Cre^* CD4^+^ cells and subsequently treated with OVA (20 mg/ml) for 5 days (*n* = 3 per genotype). (**D**) Mean clinical EAE scores of indicated mice at different days after EAE induction with MOG_35–55_. (**E**) Representative flow cytometric analysis (left panels) and the percentage and Foxp3 MFI (right panels) of Foxp3^+^CD4^+^ T_regs_ recovered from the CNS of EAE-induced mice (*n* = 5 per genotype). (**F**) Number of Foxp3^+^CD4^+^ T_regs_ recovered from the CNS of EAE-induced mice (*n* = 3 per genotype). (**G**) Representative flow cytometric analysis (left panels) and the percentage (right panel) of interferon-γ–positive (IFNγ^+^) and IL-17A^+^ cells among CD4^+^ T cells recovered from the CNS of EAE-induced mice (*n* ≥ 7 per genotype). Boxed area: Cell population of interest. Data are from three experiments (D, presented as means ± SEM; B, C, E, and G, right panels, presented as means ± SD) or are from one representative of three independent experiments (A; B, C, E, and G, left panels). *P < 0.05, **P < 0.01, and ***P < 0.001 (two-tailed Student’s *t* test).

To determine whether SRC2-regulated generation of T_reg_ plays a role in controlling autoimmune responses, we compared the development of EAE between *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice (Fig. 2D). Compared to *Foxp3^YFP-Cre^* mice, *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice developed much severer EAE and had significantly less T_regs_ with lower levels of Foxp3 (Fig. 2, E and F), but more inflammatory CD4^+^IFNγ^+^IL-17A^+^ and CD4^+^IFNγ^+^ cells but not interleukin-17A–positive (IL-17A^+^) cells in the central nervous system (CNS) (Fig. 2G and fig. S2B for gating strategy). Our results thus support an essential function for SRC2 in T_reg_ differentiation in vivo, and SRC2-regulated generation of T_regs_ controls the scale of immune responses in vivo.

### Aged *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice develop inflammation-associated lung tissue damages

We noticed that aged *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice were smaller and suffered from hair loss compared to their age-matched *SRC2^fl/fl^* counterparts (fig. S3A). Sixty- to 70-week-old *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice suffered modest weight loss than *Foxp3^YFP-Cre^* mice, regardless of sex, compared to younger mice (Fig. 3A). In addition, 40- to 45-week-old *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice had enlarged spleen (splenomegaly) (Fig. 3B), which was further confirmed by increased spleen weight and cellularity (Fig. 3C) when compared to age-matched *Foxp3^YFP-Cre^* mice (Fig. 3, B and C), whereas no differences in spleen size, weight, and cellularity were observed between the cohorts at 6- to 10-week-old mice (Fig. 3, B and C). Increased numbers of CD3^+^ T cells, including both CD4^+^ and CD8^+^ T cell subsets, contributed to the increased cellularity of the spleens from older *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice (Fig. 3D). Since splenomegaly is a sign of inflammation, it indicates that the inflammatory disease resulted from defective T_regs_ because of specific deletion of SRC2 in aged *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice. The percentage of CD44^hi^CD62^lo^ memory-like cells were significantly increased, while CD44^lo^CD62^hi^ naive CD4^+^ and CD8^+^ T cells were significantly decreased in spleens of 40- to 45-week-old *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice (Fig. 3E) than in *Foxp3^YFP-Cre^* mice; no differences in these cell subtypes were observed in spleens at 6 to 10 weeks between the cohorts (fig. S3B). At 40 to 45 weeks, *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice had increased percentage of IFNγ^+^CD4^+^ cells but not IL-17A^+^CD4^+^ splenocytes (Fig. 3F). Furthermore, compared to *Foxp3^YFP-Cre^* mice, *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice had severe lung damage (Fig. 3G) associated with increased inflammatory IFNγ^+^CD4^+^ cells (Fig. 3H) at 40 to 45 weeks. Increased T_regs_ (Fig. 3I) were found in the damaged lung of *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice. However, these *SRC2^fl/fl^/Foxp3^YFP-Cre^* T_regs_ had significantly reduced mean florescence intensity (MFI) for Foxp3 than *Foxp3^YFP-Cre^* T_regs_ (Fig. 3J). Increased T_regs_ were also found in spleens and lymph nodes of older (40 to 45 weeks) *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice with obvious lung inflammation but not in younger mice (6 to 25 weeks) (fig. S3C), suggesting that increased T_regs_ in older *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice are likely a compensatory mechanism trying to inhibit the observed inflammation. This is consistent with what is observed in other mice with defective T_regs_ (*19*). Consistent with reduced MFI for Foxp3 found in T_regs_ from lungs of older *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice, MFI for Foxp3 in T_regs_ in the spleens and lymph nodes showed the same trend of decrease with increase in age of *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice compared to *Foxp3^YFP-Cre^* mice (fig. S3D). Analysis of CD62L^hi^ cells, a marker for naive T_regs_, indicated a significant decrease in CD62L^hi^ naive T_regs_ in the spleen, lymph nodes, and lungs of older *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice (fig. S3, E and F), supporting the notion that increased T_regs_ in older *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice likely result from T_reg_ proliferation (*20*). These results demonstrate the critical function of SRC2 in T_reg_-dependent maintenance of immune tolerance in vivo.

**Fig. 3.**
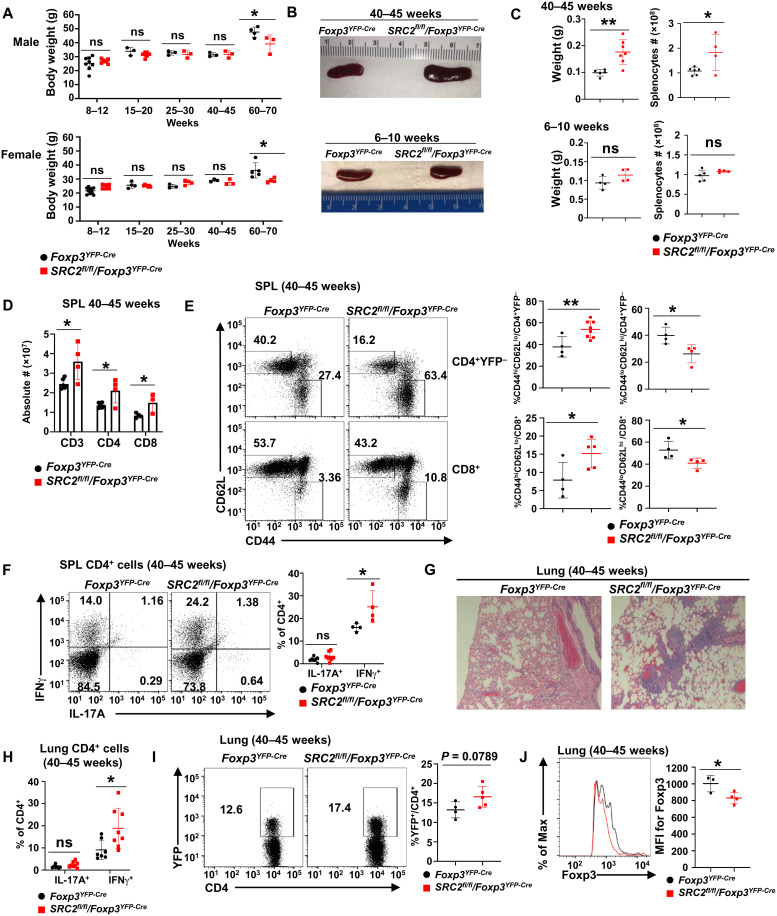
Aged *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice develop inflammation-associated lung tissue damages. (**A**) Body weight measurement of indicated male (top panel) and female (bottom panel) mice at different ages (*n* ≥ 3 per genotype per group). (**B**) Representative image of spleens from older (top panel) and younger (bottom panel) mice of indicated genotypes. (**C**) Weight (left panels) and cellularity (right panels) of the spleens from older (top panels) and younger (bottom panels) indicated mice (*n* ≥ 4 per genotype per group). (**D**) Absolute number of CD3^+^, CD4^+^, and CD8^+^ T cells in the spleens from indicated older mice (*n* ≥ 4 per genotype per group). (**E**) Representative flow cytometric analysis (left panels) and percentage (right panels) of CD62L and CD44 cells among splenic CD4^+^YFP^−^ or CD8^+^ T cells from indicated aged mice (*n* ≥ 4 per genotype per group). (**F**) Representative flow cytometric analysis (left panels) and percentage (right panel) of IL-17A^+^ and IFNγ^+^ cells among CD4^+^ cells from spleens of indicated aged mice (*n* ≥ 4 per genotype). (**G**) Section of hematoxylin and eosin (H&E)–stained lung from indicated aged mice. (**H**) Percentage of IL-17A^+^ and IFNγ^+^ cells among CD4^+^ cells recovered from lung of indicated aged mice (*n* ≥ 7 per genotype). (**I**) Representative flow cytometric analysis (left panels) and percentage (right panel) of T_regs_ (YFP^+^) among CD4^+^ cells recovered from lung of indicated aged mice (*n* ≥ 4 per genotype). (**J**) Representative flow cytometric analysis (left panel) and the MFI (right panel) for Foxp3 in Foxp3^+^CD4^+^ cells recovered from lung of indicated aged mice (*n* ≥ 3 per genotype). Boxed area: Cell population of interest. Data are from three experiments (A, C, D, and H; E, F, I, and J, right panels; presented as means ± SD) or are from one representative of three independent experiments (B and G; E, F, I, and J, left panels). *P < 0.05 and **P < 0.01 (two-tailed Student’s *t* test).

### SRC2 is dispensable for the suppressive function of T_regs_ in younger mice

We first examined the expression of several surface markers, CD73, CD39, CD25, and CTLA-4, which are indicators for the suppressive function of T_regs_ (*21*–*23*). There were no significant differences in the expression for all these markers between *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* T_regs_ (CD4^+^YFP^+^) from spleens and mLNs in 6- to 8-week-old mice (fig. S4A). To determine the suppressive function of T_regs_, we assessed the ability of T_regs_ to inhibit CD4^+^ T cell proliferation in vitro. SRC2 deficiency did not alter the suppressive function of CD4^+^YFP^+^ T_regs_ sorted from the spleen of 6- to 8-week-old *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice or in vitro derived *SRC2^fl/fl^/Foxp3^YFP-Cre^* iT_regs_ (Fig. 4, A and B), suggesting that SRC2 is not essential for the suppressive function of T_regs_. Last, the in vivo function of T_regs_ was tested in the prevention of colitis. In the absence of T_regs_, adoptive transfer of naive CD4^+^ T cells (CD45RB^hi^CD25^−^CD4^+^) into *Rag1^−/−^* mice induced severe colitis, as indicated by weight loss (Fig. 4C), shortened colon (Fig. 4, D and E), damaged intestinal tissues (Fig. 4F), and greatly increased proinflammatory IFNγ^+^CD4^+^ T cells in the colon (Fig. 4G) and mLN (fig. S4B). In contrast, cotransfer of CD4^+^YFP^+^ *Foxp3^YFP-Cre^* T_regs_ or *SRC2^fl/fl^/Foxp3^YFP-Cre^* T_regs_ with naive CD4^+^ T cells rescued these severe colitis phenotypes in *Rag1^−/−^* mice (Fig. 4, C to F). In these rescued mice, we also observed a significant reduction in proinflammatory IFNγ^+^CD4^+^ T cells in the colon and mLN (Fig. 4G and fig. S4B). Furthermore, higher levels of adoptively transferred T_regs_ from either *Foxp3^YFP-Cre^* or *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice were found in the gut-associated tissues and spleens of recipients (Fig. 4H), thus contributing to the prevention of colitis.

**Fig. 4.**
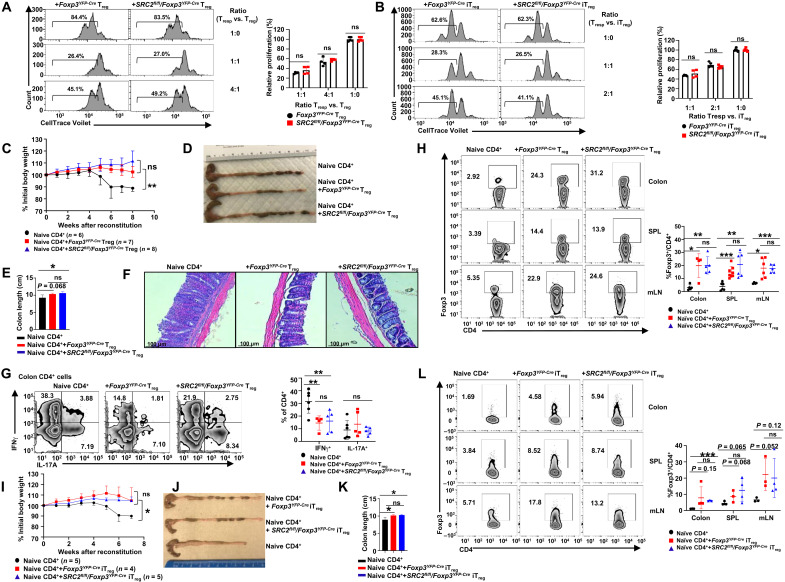
SRC2 is dispensable for the suppressive function of T_regs_ in younger mice. (**A** and **B**) Representative flow cytometric analysis (left panels) and the relative proliferation (right panel) of responder T (T_resp_) cells cultured with splenic YFP^+^CD4^+^ T_regs_ isolated from indicated 6- to 8-week-old mice (A) or YFP^+^CD4^+^ iT_regs_ differentiated in vitro (B) (*n* = 4 per genotype). (**C**) Body weight of *Rag1^−/−^* recipients over time after adoptive transfer of WT CD45RB^hi^CD25^−^CD4^+^ naive T cells alone or in combination with splenic YFP^+^CD4^+^ T_regs_ from 6- to 8-week-old mice. (**D** to **F**) Representative image of colons (D), colon length (E) (*n* = 5 per genotype), and H&E-stained colon section (F) from *Rag1^−/−^* recipients 8 weeks after adoptive transfer. (**G**) Representative flow cytometric analysis (left panels) and percentage (right panel) of CD4^+^IL-17A^+^ and CD4^+^IFNγ^+^ cells recovered from colons of *Rag1^−/−^* recipients (*n* ≥ 4 per group). (**H**) Representative flow cytometric analysis (left panels) and percentage (right panel) of Foxp3^+^CD4^+^ T_regs_ recovered from colon, spleen, and mLN of *Rag1^−/−^* recipients (*n* ≥ 4 per group). (**I**) Body weight of *Rag1^−/−^* recipients over time after adoptive transfer of WT CD45RB^hi^CD25^−^CD4^+^ naive T cells alone or in combination with in vitro differentiated YFP^+^CD4^+^ iT_regs_. (**J** and **K**) Representative image of colons (J) and colon length (K) (*n* ≥ 4 per genotype) from *Rag1^−/−^* recipients 7 weeks after adoptive transfer. (**L**) Representative flow cytometric analysis (left panels) and percentage (right panel) of Foxp3^+^CD4^+^ T_regs_ recovered from colon, spleen, and mLN of *Rag1^−/−^* recipients (*n* ≥ 4 per group). Boxed area: Cell population of interest. Data are from three experiments (C and I, presented as means ± SEM; E, I, K, A, B, G, H, and L, right panels, presented as means ± SD) or are from one representative of three independent experiments (D, F, and J; A, B, G, H, and L, left panels). *P < 0.05, **P < 0.01, and ***P < 0.001 (two-tailed Student’s *t* test).

Similar to natural T_regs_ sorted from younger mice, in vitro derived iT_regs_ also prevented colitis; *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* iT_regs_ showed comparable inhibitory efficacy in preventing weight loss (Fig. 4I) and shortening of the colon (Fig. 4, J and K). Adoptively transferred iT_regs_ derived from either *Foxp3^YFP-Cre^* or *SRC2^fl/fl^/Foxp3^YFP-Cre^* naive CD4^+^ T cells were maintained at comparable levels in the colon, spleen, and mLN of the recipients (Fig. 4L). These results suggest that SRC2, although required for T_reg_ differentiation, is not essential for suppressive T_reg_ function.

Since aged *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice showed inflammation, an indication of defective T_reg_ function, we thus determined the inhibitory function of T_regs_ from older mice. T_regs_ from 26-week-old *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice started to show slightly decreased inhibitory activity at 4:1 T_resp_ (responder T cell)/T_reg_ ratio than those from age-matched *Foxp3^YFP-Cre^* mice (fig. S4C), suggesting that the impaired inhibitory function of T_regs_ from older *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice likely also contributes to the observed lung tissue inflammation.

### SRC2 stimulates the expression of *Nr4a2* critical for T_reg_ differentiation

We next determined mechanisms for SRC2-regulated T_reg_ differentiation. We first excluded the function of SRC2 in the regulation of Foxp3 stability, as the degradation rate of Foxp3 in *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* T_regs_ was equivalent (fig. S5A). SRC2 is a transcriptional coactivator that is believed to regulate cellular function by controlling gene expression. Thus, we next performed RNA-seq analysis to detect the transcriptome of the following four groups of cells (fig. S5B, left panel): (i) *Foxp3^YFP-Cre^* naive CD4^+^ T cells, (ii) *SRC2^fl/fl^/Foxp3^YFP-Cre^* naive CD4^+^ T cells, (iii) *Foxp3^YFP-Cre^* CD4^+^ cells polarized in TGFβ for 36 hours, and (iv) *SRC2^fl/fl^/Foxp3^YFP-Cre^* CD4^+^ cells polarized in TGFβ for 36 hours. 

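CD4+ cells of 2 of these groups were compared here, both collected after 36 hours of Treg polarization with TGFβ at 5 ng/ml. There were 3 libraries from Foxp3YFP-Cre mice and 3 from SRC2fl/fl/Foxp3YFP-Cre mice, each from a different mouse. In Foxp3YFP-Cre mice, Cre recombinase is made only by cells that express Foxp3, so the floxed Ncoa2 gene is deleted as Foxp3 comes on. The naive CD4+ groups were not analysed here. The authors aligned the reads to GRCm38, quantified them with the Partek E/M algorithm, normalized them to counts per 1000000 (CPM) with 0.001 added, and compared the genotypes with the Partek GSA algorithm, which applies several statistical models to each gene. The values analysed were those of the authors' deposited table of this comparison. It gives for each gene the mean CPM of each genotype, their ratio, a P value and a step-up adjusted p, and no value per library. The depth of each library is therefore unknown here, and values are given with no SD. The 2387 genes analysed all had a P value below the authors' threshold of 0.05 and held 13.9% of the CPM of Foxp3YFP-Cre cells and 14.8% of that of SRC2fl/fl/Foxp3YFP-Cre cells. Ranks computed from the adjusted p-values showed that they were made over 12151 genes and that the last gene analysed held rank 2444, so 57 genes of smaller P value were not analysed here. The smallest sum of CPM over the 6 libraries among the genes analysed was 10.0, so a gene can also be absent for its low level. A gene outside the 2387 was not counted as changed or as unchanged. The log2 fold change of each gene was computed as the log2 of the ratio of the mean CPM in SRC2fl/fl/Foxp3YFP-Cre cells to that in Foxp3YFP-Cre cells. Members of gene lists were counted by direction and set against the rest of the 2387 genes with a two-sided Fisher's exact test.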

The expression of Foxp3 was significantly lower in polarized *SRC2^fl/fl^/Foxp3^YFP-Cre^* CD4^+^ than the wild-type (WT) control (fig. S5B, middle panel). Principal components analysis of transcriptomes clustered three repeats within each group together, whereas the naive CD4^+^ T cells and polarized CD4^+^ cells showed the biggest differences in gene expression patterns (fig. S5B, right panel), indicating the excellent quality and reproducibility of RNA-seq results. Comparing transcriptomes between differentiated *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* cells, we identified many differentially expressed genes known to regulate T_reg_ differentiation (Fig. 5, A and B, and fig. S5C). 

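Most analysed genes of a list for naive and quiescent T cells were lower in SRC2fl/fl/Foxp3YFP-Cre cells. Of the 22 genes of this list, 15 were analysed, of which 12 were lower and 3 were higher, a larger share of lower genes than among the rest (Fisher's exact test, adjusted p = 0.00104 over 9 lists). Ccr7, a chemokine receptor that guides T cells to lymph nodes, had 905 CPM in SRC2fl/fl/Foxp3YFP-Cre cells and 1741 CPM in Foxp3YFP-Cre cells in the authors' deposited table, a log2 fold change of -0.94. S1pr1, the receptor through which T cells leave lymph nodes, had a log2 fold change of -1.09, and Klf2, a transcription factor that maintains quiescence, one of -1.09. The 3 higher members, named here after their values were seen, were the antiproliferative genes Btg2 with 0.96 and Tob1 with 0.43, and Slfn2, which is needed for quiescence, with 0.35, so the quiescence genes of the list went both ways. Adjusted over the list alone, 11 members were lower and 2 were higher. Foxo1, Klf2 and Ets1, lower members of this list, are also genes the paper names for this comparison. No test left them out. Of 18 TGFβ target genes, 9 were analysed, 4 higher and 5 lower (Fisher's exact test, adjusted p = 0.19). Tgif1, a corepressor of TGFβ signaling, had a log2 fold change of -0.95, and Id3, an inhibitor of E proteins, one of 1.01.

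Among the genes with an authors' adjusted p below 0.05 and a mean of at least 5 CPM in either genotype, the largest falls were those of Snhg6, a noncoding host gene of small nucleolar RNAs, with a log2 fold change of -2.69, H3c1, a histone H3 gene, with -2.13, Tent5a with -1.81, Cxcr4, a chemokine receptor, with -1.70, and Pde4b, a cAMP phosphodiesterase, with -1.65. The largest rises included genes known from other cell types. Lyz2, the lysozyme of macrophages and neutrophils, had 45.4 CPM in SRC2fl/fl/Foxp3YFP-Cre cells and 0.310 CPM in Foxp3YFP-Cre cells in the authors' deposited table. The log2 fold change was 6.65 for Cfb, complement factor B, 5.55 for H2-Ab1 and 4.63 for H2-Aa, the chains of an MHC class II molecule, and 4.04 for Mcpt1, a mast cell protease. Cd63 and its pseudogene Cd63-ps, as well as the paralogs Csf2rb and Csf2rb2, were also among the 10 largest rises, and their values are uncertain because near-identical genes can share reads. Of the marker lists of other cell types, 4 of 18 B cell markers, 1 of 22 myeloid markers and 3 of 11 dendritic cell markers were analysed, all higher in SRC2fl/fl/Foxp3YFP-Cre cells, and 2, 1 and 1 of these had an authors' adjusted p below 0.05. Of 15 mast cell markers listed after the data were seen, 3 were analysed, all higher and all 3 below that threshold.

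The 21 genes shown in Fig. 5B were all analysed, and 14 were lower and 7 were higher. Of the 28 single genes in fig. S5C, 17 were analysed, 12 lower and 5 higher. The study chose the genes of Fig. 5B on these samples, so these counts are not independent evidence of a direction. The Fisher's exact tests, and the random gene lists used below, treat genes as independent. No correlation between genes could be estimated without values per library.

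**Figure D1:**
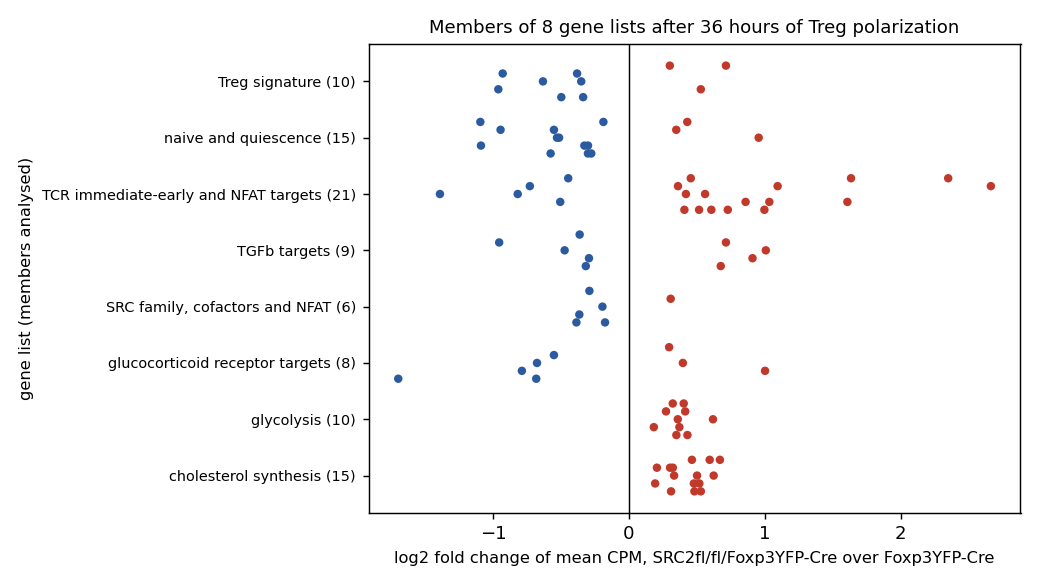
Log2 fold change of mean CPM in SRC2fl/fl/Foxp3YFP-Cre over Foxp3YFP-Cre CD4+ cells (x axis) for the analysed members of 8 gene lists (y axis, number of members in parentheses). Each point is a gene, red where higher and blue where lower, drawn from the authors' group means with no error bars. The 15 cholesterol synthesis genes and the 10 glycolysis genes all lie to the right of 0, and 12 of the 15 naive and quiescence genes lie to the left. Only genes with an authors' P value below 0.05 could be drawn, so other members of each list are missing. Of all genes analysed, 69.2% were higher.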

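Ncoa2 lies on the minus strand of chromosome 1 of GRCm38, from 13139105 to 13374083, in the GENCODE M21 annotation. In the authors' deposited table it had 127 CPM in SRC2fl/fl/Foxp3YFP-Cre cells and 164 CPM in Foxp3YFP-Cre cells. This is a log2 fold change of -0.36, with 77.7% of the Foxp3YFP-Cre level remaining. The P value in the authors' deposited table was 0.0109 and the adjusted p was 0.15. By size of the fall, Ncoa2 held rank 485 among the 735 lower genes analysed. Of a list of 13 genes of the SRC family, their cofactors and NFAT, 6 were analysed and 5 of these were lower (Fisher's exact test, adjusted p = 0.028). Without Ncoa2, 4 of 5 were lower (Fisher's exact test, adjusted p = 0.067). Against random lists matched on mean CPM, the median of the full list did not stand apart (permutation test, adjusted p = 0.24). Crebbp, a histone acetyltransferase that SRC proteins recruit, had a log2 fold change of -0.39 and Ncoa6, another coactivator, one of -0.29, whereas Ncoa4 had one of 0.31.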

Not surprisingly, *Ncoa2* (encoding SRC2) was among the most down-regulated genes due to gene deletion. *Foxp3* was also down-regulated in *SRC2^fl/fl^/Foxp3^YFP-Cre^* cells, confirming impaired T_reg_ differentiation.

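Foxp3, the transcription factor that defines Tregs, lies on the plus strand of chromosome X of GRCm38 from 7573644 to 7595245. Its mean fell from 82.5 CPM in Foxp3YFP-Cre cells to 42.4 CPM in SRC2fl/fl/Foxp3YFP-Cre cells in the authors' deposited table, with an adjusted p of 0.034. This is a log2 fold change of -0.96, and 11.8% of the 735 lower genes had a larger fall. Of the 30 genes of a Treg signature list that includes Foxp3, 10 were analysed, 7 lower and 3 higher, a larger share of lower genes than among the rest of the genes analysed (Fisher's exact test, adjusted p = 0.028). Without Foxp3, 6 were lower and 3 were higher (Fisher's exact test, adjusted p = 0.064), and with genes past a fold change of 1.4 alone the adjusted p was 0.29. Ikzf4, which encodes the Foxp3 partner Eos, had a log2 fold change of -0.93, and Icos, a costimulatory receptor, one of -0.63. Foxp3, Ikzf4 and Icos were the 3 members that passed when adjusted over the list alone. The paper names all 3 for this comparison, so their direction is not independent evidence. The list without all 3 was not tested. Ctla4, an inhibitory receptor, had a log2 fold change of -0.50 and did not pass, with an adjusted p of 0.14 in the authors' deposited table. The members that were higher, named here after their values were seen, were Itgae with a log2 fold change of 0.72, Lag3 with 0.53 and Swap70 with 0.30, and they did not pass either. The paper, which measured Treg differentiation by flow cytometry, takes the lower Foxp3 as a further sign that it was impaired. Its RNA-seq methods mention no sorting of Tregs after polarization, and it reports fewer Foxp3+ cells from this genotype. A smaller share of Tregs and a lower level per cell therefore cannot be told apart from these group means.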

**Fig. 5.**
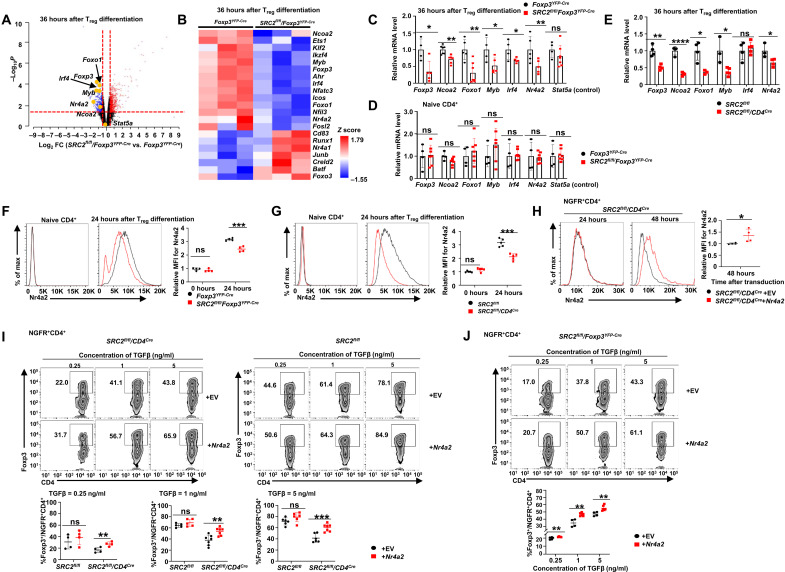
SRC2 stimulates the expression of Nr4a2 critical for T_reg_ differentiation. (**A**) Volcano plot comparison of gene expression between *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* CD4^+^ cells (*n* = 3 per genotype). Differentially up-regulated genes (red) and down-regulated genes (blue) with a cutoff at *P* < 0.05 and fold change (FC) > 1.4 are shown. (**B**) Heatmap of *Ncoa2* and other genes known to regulate T_reg_ differentiation. (**C** to **E**) qPCR analysis of *Foxp3, Ncoa2, Foxo1, Myb, Irf4, Nr4a2,* and *Stat5a* (control) mRNA in CD4^+^ cells 36 hours after T_reg_ polarization (C and E) and naive CD4^+^ cells (D) derived from indicated mice (*n* ≥ 4 per genotype per group). (**F** and **G**) Representative flow cytometric analysis of protein levels (left panels) and relative MFI (right panel) for Nr4a2 in indicated genotypes of naive CD4^+^ cells versus CD4^+^ cells 24 hours after T_reg_ polarization [*n* = 4 per genotype for (F) and *n* = 5 per genotype for (G)]. (**H**) Representative flow cytometric analysis of protein levels (left panels) and relative MFI (right panel) for Nr4a2 in *SRC2^fl/fl^/CD4^Cre^* CD4^+^ T cells transduced with retrovirus expressing ± *Nr4a2* and differentiated under T_reg_ polarization conditions for 24 or 48 hours (*n* = 4 per genotype). (**I** and **J**) Representative flow cytometric analysis (top panels) and the percentage (bottom panels) of Foxp3^+^CD4^+^ T_regs_ among indicated genotypes of NGFR^+^CD4^+^ cells transduced with retrovirus expressing ± *Nr4a2* and polarized for 48 hours under T_reg_ conditions (*n* ≥ 4 per genotype per group). EV, empty vector; NGFR, marker of transduction; boxed region, cell population of interest. Data are from three experiments (A to H, right panels; I and J, bottom panels; presented as means ± SD) or are from one representative of three independent experiments (F to H, left panels; I and J, top panels). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0005 (two-tailed Student’s *t* test).

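At the thresholds of the volcano plot, by the P values of the authors' deposited table, 627 of the 2387 genes analysed were higher in SRC2fl/fl/Foxp3YFP-Cre cells and 336 were lower. Foxp3, Nr4a2, Myb, Irf4 and Foxo1 were among the lower genes, and Ncoa2, whose level was 1.29-fold lower, was not past the fold change of 1.4. Without the fold change, 1652 genes were higher and 735 were lower. If no gene differed between the genotypes, 608 of the 12151 genes tested would be expected below a P value of 0.05. After adjustment for multiple testing, 34 genes were higher and 22 were lower at an adjusted p below 0.05 in the authors' deposited table. Foxp3 and Foxo1 were in this group, and Ncoa2, Nr4a2, Myb and Irf4 were not. With the genes parted by mean CPM into 3 equal bands, higher genes made up 69.1% of the band with the lowest values, 74.1% of the middle band and 64.4% of the band with the highest. Nr4a1, a paralog of Nr4a2, had a log2 fold change of 0.86, opposite in direction to that of Nr4a2. Junb, an AP-1 subunit, had one of 0.46, and Batf, another AP-1 family member, one of 0.42. Nfil3, a basic leucine zipper repressor, had one of -1.49, and Ahr, the aryl hydrocarbon receptor, one of -0.59.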

Since SRC2 is a transcriptional coactivator, we paid particular attention to the down-regulated transcription factor genes. 

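Nr4a2, Myb, Foxo1 and Irf4 were all lower in SRC2fl/fl/Foxp3YFP-Cre CD4+ cells, to different extents. Myb, a transcription factor of hematopoietic cells, lies on chromosome 10 of GRCm38 from 21124935 to 21160984. Its mean was 33.0 CPM in SRC2fl/fl/Foxp3YFP-Cre cells and 71.6 CPM in Foxp3YFP-Cre cells in the authors' deposited table, with an adjusted p of 0.065, and the log2 fold change was -1.12. Foxo1, a forkhead factor restrained by AKT signaling, lies on chromosome 3 from 52268336 to 52353221. It had 243 CPM in SRC2fl/fl/Foxp3YFP-Cre cells and 362 CPM in Foxp3YFP-Cre cells in the authors' deposited table, with an adjusted p of 0.045, and the log2 fold change was -0.58. Irf4, a factor induced by T cell receptor signaling, lies on chromosome 13 from 30749226 to 30766976. With 577 CPM in SRC2fl/fl/Foxp3YFP-Cre cells and 824 CPM in Foxp3YFP-Cre cells in the authors' deposited table, it was the most abundant of these factors, and its adjusted p was 0.065. The log2 fold change of Irf4 was -0.51, and 42.0% of the 735 lower genes had a larger fall. Adjusted over these 4 genes alone, all 4 were lower, but the study chose them on these samples, so this is not independent evidence.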

Four transcription factors—*Myb, Irf4, Foxo1*, and *Nr4a2—*were down-regulated in the absence of SRC2 and are known to positively regulate T_reg_ differentiation (*9*, *24*–*26*). Individual quantitative polymerase chain reaction (qPCR) confirmed the down-regulation of these four transcription factors together with *Ncoa2* and *Foxp3* in *SRC2^fl/fl^/Foxp3^YFP-Cre^* CD4^+^ T_regs_, whereas *Stat5a* served as a control that did not show any significant changes in qPCR analysis (Fig. 5C). These four transcription factors did not show obvious differential mRNA expression between *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* in naive CD4^+^ T cells (Fig. 5D), suggesting that the observed changes were induced upon T_reg_ differentiation. *Ncoa2* also did not show differences between *Foxp3^YFP-Cre^* and *SRC2^fl/fl^/Foxp3^YFP-Cre^* naive CD4^+^ T cells, as its gene deletion is only induced when Foxp3 starts to express during T_reg_ differentiation. Our results suggest that SRC2 is required for the up-regulation of these four transcription factors in T_regs_ at the mRNA level. Since *SRC2^fl/fl^/CD4^Cre^* CD4^+^ T cells also showed impaired T_reg_ differentiation, we compared the expression of above transcription factors between differentiated *SRC2^fl/fl^* and *SRC2^fl/fl^/CD4^Cre^* CD4^+^ cells (Fig. 5E). Except *Irf4*, the other three transcription factors were also down-regulated together with *Foxp3* in *SRC2^fl/fl^/CD4^Cre^* CD4^+^ cells after polarization under T_reg_ conditions. Therefore, SRC2 stimulates the expression of some transcription factors critical for T_reg_ differentiation.

We next evaluated the effects of forced expression of above down-regulated transcription factors on T_reg_ differentiation from CD4^+^ T cells that are deficient in SRC2. For this purpose, retrovirus expressing individual transcription factor was transduced into *SRC2^fl/fl^/CD4^Cre^* CD4^+^ T cells that then differentiated into T_regs_ in the presence of TGFβ. Forced expression of *Foxo1, Irf4*, or *Myb* together with green fluorescent protein (GFP) did not rescue T_reg_ differentiation in *SRC2^fl/fl^/CD4^Cre^* CD4^+^ T cells compared to the cells transduced with virus expressing only GFP [empty vector (EV); fig. S5D]. Examining transcription factor protein expression, Foxo1 (fig. S5E) and interferon regulatory factor 4 (IRF4; fig. S5F) protein levels were not obviously down-regulated upon T_reg_ differentiation in the absence of SRC2 (Myb protein could not be reliably detected).

Consistent with prior reports that *Nr4a2* is up-regulated upon T cell activation (*27*, *28*), polarized *Foxp3^YFP-Cre^* (Fig. 5F, middle panel) and *SRC2^fl/fl^* (Fig. 5G, middle panel) CD4^+^ cells in the presence of TGFβ expressed higher levels of Nr4a2 at 24 hours than their corresponding respective naive CD4^+^ counterparts without stimulation (Fig. 5, F and G, left panel). However, after 24-hour polarization under T_reg_ conditions, Nr4a2 in both *SRC2^fl/fl^/Foxp3^YFP-Cre^* (Fig. 5F, middle panel) and *SRC2^fl/fl^/CD4^Cre^* (Fig. 5G, middle panel) CD4^+^ cells failed to up-regulate to the levels detected in their corresponding WT counterparts *Foxp3^YFP-Cre^* or *SRC2^fl/fl^* CD4^+^ cells, respectively. This result suggests that SRC2 can promote *Nr4a2* expression. Retrovirus expressing *Nr4a2* together with nerve growth factor receptor (NGFR) was used to transduce *SRC2^fl/fl^* CD4^+^ cells (Fig. 5H); this greatly increased Nr4a2 levels at 48 hours, but not 24 hours, after transduction when compared to control cells transduced with EV expressing only NGFR (Fig. 5H). Correspondingly, transduction with Nr4a2 significantly elevated Foxp3 expression in CD4^+^ cells at 48 hours, but not 24 hours, after transduction and differentiation compared to EV control cells (fig. S5G). Moreover, forced expression of Nr4a2 significantly stimulated T_reg_ differentiation in *SRC2^fl/fl^/CD4^Cre^* (Fig. 5I, left panels), but not in *SRC2^fl/fl^* (Fig. 5I, right panels), CD4^+^ T cells at all concentrations of TGFβ that we tested, suggesting that exogenous Nr4a2 is able to overcome SRC2 deficiency and rescue the T_reg_ differentiation defect. In addition, forced expression of Nr4a2 was also able to stimulate the differentiation of T_regs_ from *SRC2^fl/fl^/Foxp3^YFP-Cre^* CD4^+^ cells (Fig. 5J). However, Nr4a2, together with IRF4 (fig. S5H) or Foxo1 (fig. S5I), did not further stimulate T_reg_ differentiation compared to Nr4a2 alone in *SRC2^fl/fl^/CD4^Cre^* CD4^+^ T cells. Our results thus support a model that SRC2 promotes T_reg_ differentiation via up-regulation of Nr4a2, which is known to stimulate *Foxp3* gene expression (*26*).

### SRC2 recruited by NFAT1 binds to the promoter and activates gene expression of *Nr4a2*

We next determined how SRC2 regulates *Nr4a2* expression. 

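Nr4a2, an orphan nuclear receptor, lies on the minus strand of chromosome 2 of GRCm38 from 57106830 to 57124003. After 36 hours of Treg polarization it had 9.82 CPM in SRC2fl/fl/Foxp3YFP-Cre cells and 25.7 CPM in Foxp3YFP-Cre cells in the authors' deposited table. The P value in the authors' deposited table was 0.00567 and the adjusted p was 0.13. Its log2 fold change was -1.39, and 3.13% of the 735 lower genes analysed had a larger fall. Nr4a2 is also a member of a gene list whose analysed members were mostly higher, as were 69.2% of all genes analysed. Of 31 immediate-early and NFAT target genes of T cell receptor signaling, 21 were analysed, of which 16 were higher in SRC2fl/fl/Foxp3YFP-Cre cells and 5 were lower. That split did not differ from the rest of the genes analysed (Fisher's exact test, adjusted p = 0.64), but the median log2 fold change of 0.56 lay above that of random lists matched on mean CPM (adjusted p = 0.0018). The random lists were drawn gene by gene, so this second p does not hold for genes regulated together. Il2, the T cell growth factor, had a log2 fold change of 1.61, and Egr1, a factor induced by receptor signaling, one of 1.64. The lower members besides Nr4a2, named here after their values were seen, were Fosb with -0.82, Jun with -0.73, Cd69 with -0.50 and Fosl2 with -0.45. Adjusted over the list alone, 15 members were higher and 4 were lower. With 5 CPM added to both means, the log2 fold change of Nr4a2 was -1.05.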

Since *Nr4a2* mRNA is decreased in the absence of SRC2, we hypothesized that SRC2 is critical for the transcriptional up-regulation of *Nr4a2* expression. SRC2 ChIP-seq (chromatin immunoprecipitation and DNA sequencing) analysis detected stronger DNA binding signals at the *Nr4a2* promoter region in *SRC2^fl/fl^* CD4^+^ cells than in *SRC2^fl/fl^/CD4^Cre^* CD4^+^ cells after 36-hour polarization under T_reg_ conditions (fig. S6A). Several pairs of primers were then designed to cover the 1.6-kb promoter region (P0 to P5) upstream of *Nr4a2* gene transcription starting site (Fig. 6A). ChIP assays with these primers detected signals indicating interaction of SRC2 at the distal promoter elements (P0 and P1) but not at the proximal P3 to P5 regions at 4 hours (Fig. 6B, top panel) and increasingly at 24 hours (Fig. 6B, bottom panel) after T_reg_ differentiation. As a coactivator, SRC2 does not directly bind but is recruited to DNA by transcription factors. We thus searched for potential transcription factor–binding sites in the promoter region by PROMO, a virtual laboratory for the identification of putative transcription factor binding sites (TFBS) in DNA sequences from a species or groups of species of interest, and identified a few transcription factor–binding sites including signal transducer and activator of transcription 4 (Stat4), NFAT, and Stat6 (fig. S6B). Several conserved NFAT1-binding sites surrounding the P1 region (Fig. 6A) drew our attention, as NFAT1 is a known regulator of T_reg_ differentiation (*29*, *30*) and has been reported to stimulate *Nr4a2* expression in CD8^+^ cells (*31*). Thus, ChIP assays were performed using the same P0 to P5 primers (Fig. 6A and fig. S6A) to determine whether NFAT1 interacts with *Nr4a2* promoter. NFAT1-binding signals were detected at the distal P0 and P1 regions at 4 hours (Fig. 6C, top panel) and increasingly at P1 at 24 hours (Fig. 6C, bottom panel) after T_reg_ differentiation. This was similar to the SRC2-binding patterns, suggesting that NFAT1 recruits SRC2 to the *Nr4a2* promoter. Furthermore, NFAT1 was also detected in anti-SRC2 antibody immunoprecipitated complexes from *SRC2^fl/fl^* CD4^+^ cells 24 hours after T_reg_ differentiation (Fig. 6D and fig. S6C for full blot image).

**Fig. 6.**
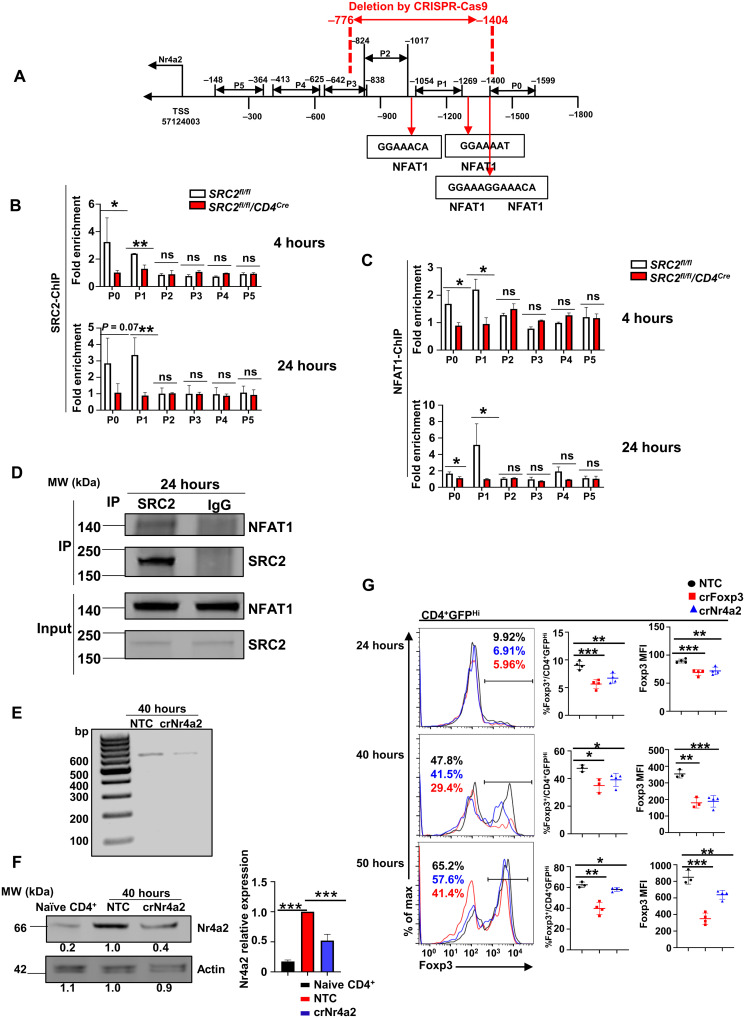
SRC2 recruited by NFAT1 binds to the promoter and active gene expression of *Nr4a2*. (**A**) Schematic representation of the six regions on *Nr4a2* promoter covered by P0 to P5 primers, the locations of identified NFAT1-binding sites, and the region deleted using CRISPR-Cas9. (**B** and **C**) ChIP-qPCR analysis of SRC2 binding (B) or NFAT1 binding (C) to the *Nr4a2* promoter (P0 to P5 regions) in CD4^+^ cells from indicated genotypes under T_reg_ polarization at the indicated time points (*n* ≥ 3 per genotype per group). (**D**) Immunoblot analysis of NFAT1 among anti-SRC2 antibody immunoprecipitated (IP) SRC2 complexes from *SRC2^fl/fl^* CD4^+^ cells 24 hours after T_reg_ polarization. Bottom blots, whole-cell lysate input control. (**E**) PCR analysis of the abundance of NFAT1/SRC2 binding region on *Nr4a2* promoter in CD4^+^ cells transduced with virus expressing nontarget control (*NTC*) or the region containing NFAT1/SRC2-binding guiding RNAs shown in (A) (*crNr4a2*) and polarized under T_reg_ condition for 40 hours. (**F**) Immunoblot analysis of Nr4a2 in naive CD4^+^ cells or CD4^+^ T cells transduced with virus expressing *NTC* and *crNr4a2* shown in (E) and polarized under T_reg_ conditions for 40 hours. The number in the bottom of the blots is the relative mean intensity of each band, and the right panel is the summary of the relative mean intensity. (**G**) Representative flow cytometric analysis of Foxp3 (left panels), percentages of Foxp3^+^ cells (middle panels), and MFI for Foxp3 (right panels) among GFP^hi^CD4^+^ cells transduced with virus expressing *NTC, crFoxp3*, and *crNr4a2* guiding RNAs and polarized under T_reg_ condition at the indicated time points (*n* ≥ 3 per treatment per group). Data are from three experiments (B, C, and F, right panels; G, middle and right panels; presented as means ± SD) or are from one representative of three independent experiments (D to G, left panels). *P < 0.05, **P < 0.01, and ***P < 0.001 (two-tailed Student’s *t* test). MW, molecular weight; bp, base pairs.

To further determine whether the NFAT1/SRC2 binding is functionally important for T_reg_ differentiation via *Nr4a2* regulation, the region containing the potential NFAT1/SRC2-binding sites was deleted using CRISPR-Cas9 with two guiding RNAs (crNr4a2) in CD4^+^ T cells from mice expressing Cas9 (Fig. 6A and fig. S6D). At the same time, we used a nontargeting construct (NTC) as a negative control and a *Foxp3* gene deletion construct (crFoxp3) as a positive control. Deletion of the region containing NFAT1/SRC2-binding sites was confirmed in crNr4a2-transduced cells by PCR analysis (Fig. 6E). Nr4a2 levels were greatly higher in differentiated cells (NTC control) than in naive CD4^+^ T cells (Fig. 6F and fig. S6E for full blot image), confirming our previous observation that Nr4a2 is up-regulated during T_reg_ differentiation (Fig. 5, F and G). Furthermore, Nr4a2 levels were reduced significantly following deletion of the region containing NFAT1/SRC2-binding sites compared to the NTC control (Fig. 6F and fig. S6E for full blot image), supporting the notion that NFAT1/SRC2 recruitment to the *Nr4a2* promoter stimulates gene expression. Compared to NTC control, Foxp3 expression was down-regulated using the crFoxp3 gene deletion construct at 24, 40, and 50 hours after transduction and T_reg_ differentiation (Fig. 6G), confirming successful deletion of *Foxp3* gene with CRISPR-Cas9. Deletion of the NFAT1/SRC2-binding region on *Nr4a2* promoter by crNr4a2 led to impaired T_reg_ differentiation in terms of both percentage of Foxp3^+^ T_regs_ (Fig. 6G, middle panels) and MFI of Foxp3 (Fig. 6G, right panels), as compared to that of NTC control. As an additional control, we also deleted an adjacent DNA fragment (fig. S6, F and G), which did not affect *Nr4a2* expression (fig. S6H) and also did not affect Foxp3 differentiation (fig. S6I). Therefore, *Nr4a2* promoter region that binds SRC2/NFAT1 is a critical regulatory element that controls *Nr4a2* expression and T_reg_ differentiation. Together, NFAT1 recruits SRC2 to *Nr4a2* locus to stimulate *Nr4a2* expression, which then activates *Foxp3* expression, resulting in the promotion of T_reg_ differentiation.

## DISCUSSION

SRC2 has long been known to have an anti-inflammatory function in the innate immune system (*32*). Nuclear factor κB (NF-κB) and activating protein 1 (AP1) are the transcription factors responsible for the activation of the majority of the inflammatory genes in response to the stimulus by inflammatory signals and cytokines (*33*). By acting as a cofactor for glucocorticoid receptor (GR) that is tethered to the promoter regions by protein-protein interaction with NF-κB or AP1, SRC2 is able to inhibit the expression of such inflammatory genes (*34*, *35*). This partially explains the immune inhibitory effects of GR that is the target of broadly used immunosuppressive drugs in clinics. In addition, GR can also constrain inflammation by sequestrating SRC2 from IRFs that use SRC2 as coactivator (*36*). IRFs are the critical transcription factors stimulating the expression of the inflammatory genes including chemokines and cytokines in response to type I interferons (IFNs) (*37*). When SRC2 is sequestrated by GR, IRFs, in the absence of its coactivator, fail to stimulate their target genes, resulting in the suppression of inflammation (*38*, *39*). Furthermore, SRC2 also inhibits the expression of the genes encoding inflammatory cytokines, tumor necrosis factor–α (TNFα), IL-6, and IL-1, when working with estrogen receptors (*40*–*42*). Our novel findings suggest that SRC2 suppresses immune responses by promoting the generation of iT_regs_, which is an important regulatory component of adaptive immunity. T_regs_ repress the function of effector T cells by direct contact via inhibitory surface molecules PD-1 and CTLA-4 and by production of anti-inflammatory cytokines including TGFβ and IL-10 (*43*). These anti-inflammatory cytokines also impair innate immune responses. Therefore, SRC2 functions in both innate and adaptive immune cells to balance the overall immune responses by promoting the inhibitory arm of the immunity.

Three members of SRC family coactivators are all approximately 160 kDa in size, share overall similar structure, and are very conservative in amino acid sequence (*44*, *45*). They often act as coactivators for the same transcription factors. However, we previously showed that SRC1 inhibited T_reg_ differentiation. In contrast, we show here that SRC2 stimulates iT_reg_ differentiation, indicating that different members of SRC family could have totally opposite functions in T_regs_. Upon phosphorylation by TCR signaling molecule protein kinase C–θ (PKC-θ), SRC1 dissociates Foxp3 from Foxp3-RORγt complexes, resulting in accelerated degradation of Foxp3 (*13*). Thus, a posttranslational phosphorylation event of SRC1 is the critical mechanism for SRC1-inhibited T_reg_ differentiation. Here, we show that by acting as a coactivator for NFAT1, SRC2/NFAT1-mediated transcription activation of *Nr4a2* stimulates the Foxp3 gene expression, resulting in promoting T_reg_ differentiation. Therefore, SRC2-controlled transcription program is critical for T_reg_ differentiation. Together, our results demonstrated that the function of SRCs is not solely dependent on their associated transcription factors; the highly conserved members of SRC family can control diverse function via regulating gene expression in a context-dependent manner: (i) SRCs recruit different cofactors including epigenetic modification enzymes, allowing formation of distinct transcriptional complexes. (ii) SRCs are subjected to different posttranslational modifications including phosphorylation, ubiquitination, sumoylation, acetylation, and methylation, which regulates SRC-interacting proteins and/or stability (*46*). (iii) SRCs sense different environmental cues that instruct SRCs to make corresponding changes. Our results thus demonstrate how different members of SRCs, although highly conserved, can control the same function such as T_reg_ differentiation via distinct mechanisms, resulting in totally different outcomes.

We showed that *Nr4a2* (*Nurr1*) is a critical target gene of SRC2 in the regulation of T_reg_ differentiation. Consistent with this result, both SRC2 and Nr4a2 are selectively required for T_reg_ differentiation from naive T cells but are not required for natural T_reg_ development in the thymus (*27*, *28*). A previous study showed that Nr4a2 is essential for the inhibitory function of T_regs_ (*27*). However, the inhibitory function of both natural T_regs_ from younger mice and iT_regs_ was not impaired when SRC2 was deleted in T_regs_ in our current study. This is likely due to lower but not complete absence of Nr4a2 expression in *SRC2^fl/fl^/Foxp3^Cre-YFP^* T cells, and these relatively lower levels of Nr4a2 are sufficient for the inhibitory function but not for the differentiation of iT_regs_. Furthermore, T_regs_ from older, but not younger, *SRC2^fl/fl^/Foxp3^Cre-YFP^* mice start to display impaired inhibitory function, suggesting that the SRC2 function in T_regs_ is age dependent and the impaired inhibitory function of T_regs_ likely contributes to the observed lung tissue inflammation in old *SRC2^fl/fl^/Foxp3^Cre-YFP^* mice. This impaired inhibitory function of T_regs_ may result from the accumulation of the defects with growing age, which is worthy of further investigation. Nr4a2 is an orphan nuclear receptor that lacks a classical ligand-binding pocket and thus functions as a ligand-independent transcription factor (*28*). Nr4a2 activity is therefore believed to be largely regulated by its expression. We found that Nr4a2 is up-regulated by SRC2, which likely results in increased Nr4a2 activity required for T_reg_ differentiation. We showed that SRC2 physically interacts with NFAT1, and both bind to the same promoter region of *Nr4a2* gene during T_reg_ differentiation. Ca^2+^/calcineurin/NFAT signals activated by TCR stimulation are reported to be required for up-regulating Nr4a2 gene expression in T cells (*31*, *47*). Thus, our results support a model that SRC2 associated with NFAT1 is recruited to the Nr4a2 promoter to stimulate the expression of Nr4a2, which, in turn, promotes T_reg_ differentiation by activating *Foxp3* gene expression. SRC2 can be recruited by multiple transcription factors; thus, it is worth investigating whether SRC2 can also be recruited by other transcription factors to coordinate the overall transcription program essential for T_reg_ differentiation.

Increased iT_regs_ in tumor microenvironment are responsible for failed antitumor immune responses (*48*). Checkpoint inhibitors that disrupt the function of T_regs_ via blocking inhibitory PD-1 and CTLA-4 have shown efficacy in the treatment of cancers. Intensive research has been focused on preventing the function and/or reducing the number of T_regs_ for boosting immune responses against tumors. Our results show that SRC2 stimulates the generation of iT_regs_, and thus, inhibition of SRC2, similar to SRC2 knockout mice, is expected to reduce the number of T_regs_. Therefore, SRC2 is a potential target for boosting antitumor immunity. All members of SRC family are considered oncogenes, as they play roles in tumorigenesis in different types of cancers (*49*, *50*). Small-molecule SRC inhibitors have already been developed for the treatment of cancers (*51*, *52*). It would be interesting to test whether SRC2 inhibitors can boost antitumor immunity by preventing the generation of T_regs_. Together with our results, it raises the possibility that SRC2 inhibitors can be used to treat cancers by targeting both cancer cells and immune system.

## MATERIALS AND METHODS

### Mice

Transgenic *CD4^Cre^* (*TgCd4^cre^,* 022071), *Rag1^−/−^* (*Rag1^tm1Mom^*, 002216), *Cas9* (*Rosa26^LSL-Cas9^*, 028551), and *C57BL* (*B6*, 000664) mice were purchased from the Jackson Laboratory. *SRC2^fl/fl^* mice were obtained from Jianming Xu Lab (Molecular and Cell Biology, Baylor College of Medicine, TX). *OT-II* mice were obtained from Jianhua Yu Lab (Department of Hematology and Hematopoietic Cell Transplantation, City of Hope, CA), and *Foxp3^YFP-Cre^* mice were obtained from Mark Boldin Lab (Molecular and Cellular Biology, Beckman Research Institute, City of Hope, CA). All mice were bred at the C57BL/6j background and housed under specific pathogen–free conditions in the Animal Resource Center at the Beckman Research Institute of City of Hope under protocols approved by the Institutional Animal Care and Use Committee (IACUC#07023). Mice were 10 to 12 weeks of age for EAE studies and 6 to 10 weeks of age for other experiments, unless indicated otherwise, with littermates age- and sex-matched across experimental groups.

### Antibodies and cytokines

Monoclonal antibodies against mouse CD3 (145-2C11), CD28 (37.51), IL-4 (11B11), and IFNγ (XMG1.2), as well as phycoerythrin (PE)–conjugated anti-CD8 (dilution ratio, 1:100; 53-6.7), allophycocyanin (APC)–conjugated anti-Foxp3 (dilution ratio, 1:100; FJK-16s), PE-indotricarbocyanine (Cy7)–conjugated anti–IL-17A (dilution ratio, 1:100; eBio17B7), APC-conjugated anti-IFNγ (dilution ratio, 1:100; XMG1.2), and LIVE/DEAD Fixable Near-IR Dead Cell Stain (dilution ratio, 1:1000; L34976) were from Invitrogen. PE-conjugated anti-CD25 (dilution ratio, 1:100; PC61), Brilliant Violet (BV) 605–conjugated anti-CD4 (dilution ratio, 1:100; RM4-5), BV 421–conjugated anti-CD3 (dilution ratio, 1:100; 145-2C11), APC-conjugated anti-CD45 (dilution ratio, 1:100; I3/2.3), PE-Cy7–conjugated anti-CD45RB (dilution ratio, 1:100; C363-16A), PE-conjugated anti–Ki-67 (dilution ratio, 1:100; 16A8), PE-Cy7–conjugated anti-CD62L (dilution ratio, 1:100; MEL-14), APC-Cy7–conjugated anti-CD44 (dilution ratio, 1:100; IM7), Alexa Fluor 488–conjugated anti-IRF4 (dilution ratio, 1:100; IRF4.3E4), PE-Cy7–conjugated anti-NGFR (dilution ratio, 1:100; ME20.4), PE-conjugated anti-CD73 (dilution ratio, 1:100; TY/11.8), PE-Cy7–conjugated anti-CD39 (dilution ratio, 1:100; Duha59), APC-Cy7–conjugated anti-CD45 (dilution ratio, 1:100; 30-F11), PE-Cy7–conjugated anti–CTLA-4 (dilution ratio, 1:100; UC10-4B9), and recombinant murine IL-2 were from BioLegend. APC-conjugated anti-CD25 (dilution ratio, 1:100; PC61) was from BD. Fluorescein isothiocyanate (FITC)–conjugated anti-Nr4a2 (dilution ratio, 1:150; orb464231) was from Biorbyt. FITC-conjugated anti-Foxo1 (dilution ratio, 1:100; 83N7F8) was from Novus. PE-conjugated anti–IL-10 (dilution ratio, 1:100; JES5-16E3) was from eBioscience. Rabbit anti-hamster antibody (55398) was from MP Biomedicals. Antibodies against SRC2 (dilution ratio, 1:2000; A300-346A, Bethyl), rabbit IgG (P120-101, Bethyl), NFAT1 (dilution ratio, 1:1000; 5861S, Cell Signaling Technology), Nr4a2 (dilution ratio, 1:150; sc-376984, Santa Cruz Biotechnology), and β-actin (dilution ratio, 1:1000; SC-8422, Santa Cruz Biotechnology) were used for immunoblot analysis. Recombinant mouse TGFβ was from Miltenyi Biotec.

### Plasmids

The retroviral vector murine stem cell virus (MSCV)–internal ribosomal entry site (IRES)–GFP was a gift from W. S. Pear (University of Pennsylvania). Complementary DNA (cDNA) encoding *Foxo1* was cloned into MSCV-IRES-GFP vector. IRF4-MIEG-GFP was a gift from Mark H. Kaplan Lab (Indiana University School of Medicine), and MSCV-HA-Nr4a2-IRES-NGFR was a gift from Joyce Chen Lab (La Jolla Institute for Immunology, La Jolla, CA, USA). MSCV-IRES-NGFR (plasmid #27489), MSCV-PIG-Myb (plasmid #66988), and retro–guide RNA (gRNA)–eGFP (plasmid #116926) were purchased from Addgene.

### Flow cytometry

For surface staining, cells isolated from mice or in vitro culture were directly stained with antibodies and/or fixable live/dead dye with 2% fetal bovine serum (FBS) and 1 mM EDTA at 4°C for 15 min. For transcription factor staining, cells prestained with surface markers were fixed and permeabilized in TF Fix/Perm buffer (BD Biosciences) at 4°C for 20 min, washed once with TF Perm/Wash buffer, and stained with target markers in the TF Perm/Wash buffer at 4°C for 15 min. For intracellular cytokine analysis, cells were stimulated with phorbol 12-myristate 13-acetate (50 ng/ml; Sigma-Aldrich) and ionomycin (750 ng/ml; Sigma-Aldrich) at 37°C for 3 hours in the presence of GolgiStop (BD Biosciences) before staining. After stimulation, cells were stained with surface markers and then fixed and permeabilized with Cytofix/Cytoperm buffer (BD Biosciences) for 20 min followed by staining cytokines in the Perm/Wash buffer (BD Biosciences) after washing. The expression of surface and intracellular markers was analyzed with a BD LSRFortessa flow cytometer.

### Isolation of naive CD4^+^ T cells and in vitro T_reg_ differentiation

Naive CD4^+^ T cells were isolated from mouse spleens by negative selection using the Naive CD4^+^ T Cell Isolation Kit (Miltenyi Biotec). Suspensions of 5 × 10^5^ cells per milliliter of RPMI 1640 medium (Corning Inc.) containing 2 mM l-glutamine, 50 μM β-mercaptoethanol, penicillin (100 U/ml), streptomycin (100 mg/ml), and 10% FBS (Corning Inc.) were cultured in 24-well plates or 48-well plates precoated with rabbit anti-hamster (0.1 mg/ml). The medium was supplemented with hamster anti-CD3 (0.25 μg/ml), hamster anti-CD28 (1 μg/ml), TGFβ (0.25, 1, or 5 ng/ml), anti–IL-4 (2.5 μg/ml), and anti-IFNγ (2.5 μg/ml) for T_reg_ differentiation for up to 48 hours.

### In vivo induction of iT_regs_ by adoptively transferring naive CD4^+^ cells

Splenic cells were collected from *Foxp3^YFP-Cre^* or *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice (6 to 8 weeks). Naive CD4^+^ T cells were first enriched by negative selection using the Naive CD4^+^ T Cell Isolation Kit, and then CD4^+^YFP^−^ cells were sorted via FACSAria Fusion (BD) to enable a high purity of ≥99.0%. A total of 4 × 10^5^ naive CD4^+^YFP^−^ cells were intraperitoneally injected into sex-matched *Rag1^−/−^* mice. Three weeks after adoptive transfer, cells from spleen and mLN of *Rag1^−/−^* recipient mice were collected and analyzed.

### In vivo induction of iT_regs_ by oral tolerance

Splenic cells were collected from *OT-II*/*SRC2^fl/fl^* or *OT-II*/*SRC2^fl/fl^/CD4^Cre^* mice (6 to 8 weeks), naive CD4^+^ T cells were first enriched by negative selection using the Naive CD4^+^ T Cell Isolation Kit, and CD4^+^CD25^−^ cells were then sorted via FACSAria Fusion to enable a high purity of ≥99.0%. A total of 3 × 10^6^ cells were intraperitoneally injected to sex-matched *Rag1^−/−^* mice. After 24 hours, recipient mice were provided with grade VI OVA (20 mg/ml; Sigma-Aldrich) ad libitum in drinking water for 5 days. Drinking water containing OVA was changed every 2 days. Cells were collected from colon, spleen, iLN, and mLN at day 6 for analysis.

### Induction and assessment of EAE

EAE was induced and assessed according to the manufacturer’s instructions (Hooke Laboratories, Lawrence, MA). Briefly, *Foxp3^YFP-Cre^* or *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice were immunized with 200 mg of MOG_35–55_ (Hooke Laboratories) in complete Freund’s adjuvant by subcutaneous injection at two dorsal sites of mice, followed by two intraperitoneal injections of 80 ng of pertussis toxin at days 0 and 1. The severity of EAE was monitored and evaluated on a scale from 0 to 5 according to Hooke Laboratories’ guideline. Briefly, 0 represents no disease. 1 represents paralyzed tail. 2 represents hindlimb weakness. 3 represents hindlimb paralysis. 4 represents hindlimb and forelimb paralysis, and 5 represents moribund and death. When a mouse was euthanized because of severe paralysis, a score of 5 was entered for that mouse for the rest of the experiment.

### In vivo T_reg_ suppression assay

Colitis was induced in sex-matched *Rag1^−/−^* mice by intraperitoneally injecting 4 × 10^5^ CD45RB^hi^CD25^−^CD4^+^ naive T cells sorted from the spleen of C57BL mice (8 to 10 weeks). For natural T_reg_ suppression assay, 2 × 10^5^ CD4^+^YFP^+^ T_regs_ sorted from the spleen of 6- to 8-week-old *Foxp3^YFP-Cre^* or *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice were mixed with 4 × 10^5^ CD45RB^hi^CD25^−^CD4^+^ naive T cells from C57BL mice and injected into sex-matched *Rag1^−/−^* mice. For iT_reg_ suppression assay, iT_regs_ were first induced in vitro from naive CD4^+^ cells from *Foxp3^YFP-Cre^* or *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice for 48 hours, and CD4^+^YFP^+^ iT_regs_ were sorted out. In total, 2 × 10^5^ CD4^+^YFP^+^ iT_regs_ were mixed with 4 × 10^5^ CD45RB^hi^CD25^−^CD4^+^ naive T cells from C57BL mice and injected to sex-matched *Rag1^−/−^* mice as above. Mice were weighed immediately following T cell transfer and weekly thereafter. Seven to 8 weeks after cell transfer, colon, spleen, and mLN were removed from *Rag1^−/−^* recipient mice for analysis.

### In vitro T_reg_ suppression assay

Sorted CD4^+^CD25^−^ T cells were labeled with CellTrace Violet (C34557, Invitrogen) and served as T_resp_ cells. T_resp_ cells (6 × 10^5^ cells/ml) were cocultured with CD4^+^YFP^+^ T_regs_ sorted from the spleens of *Foxp3^YFP-Cre^* or *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice in 48-well plates [precoated with rabbit anti-hamster (0.1 mg/ml)] in culture medium supplemented with hamster anti-CD3 (0.25 μg/ml), hamster anti-CD28 (1 μg/ml), and IL-2 (20 ng/ml) for 3 days. For iT_reg_, naive CD4^+^ cells were purified and cultured under the T_reg_ differentiation condition for 48 hours, and CD4^+^YFP^+^ iT_regs_ were sorted and cocultured with T_resp_ cells for 3 days. The ratios of T_resp_ cells to T_regs_ were 1:0, 1:1, and 4:1 for T_regs_ sorted from mice and 1:0, 1:1, and 2:1 for iT_regs_ sorted from in vitro differentiation. Proliferation of T_resp_ cells was assessed by flow cytometry.

### Histology study

Tissues were cleaned and fixed with 4% paraformaldehyde, embedded in paraffin, and then sectioned and stained with hematoxylin and eosin.

### RNA-seq and analysis

Naive CD4^+^ T cells isolated from *Foxp3^YFP-Cre^* or *SRC2^fl/fl^/Foxp3^YFP-Cre^* mice were differentiated into T_regs_ in 24-well plates in the presence of TGFβ (5 ng/ml), anti–IL-4, and anti-IFNγ for 36 hours. Naive CD4^+^ T cells and CD4^+^ cells after 36 hours of T_reg_ differentiation were collected and subjected to RNA extraction with the RNeasy Mini Kit (QIAGEN). Each group has three replicates from different mice. Quality control, library preparation, and sequencing were performed at Novogene. The analysis was performed through Partek Flow. Briefly, the sequence reads were aligned to the mouse whole genome (GRCm38) with validation of quality through prealignment and postalignment quality assurance (QA)/quality control (QC). Aligned reads were further subjected to quantification using the Partek E/M algorithm and normalization to counts per million (CPM) with 0.001 added to each. The identification of differentially expressed features was performed through the Partek GSA algorithm that applies multiple statistical models to each gene. Genes with total counts over 10 were considered to be statistically expressed in the cells.

### Reverse transcription quantitative real-time PCR

Total RNA of cells was extracted according to the manufacturer’s guide using the RNeasy Mini Kit (QIAGEN). The first-strand cDNA synthesis was performed by reverse transcription using a Tetro cDNA synthesis kit (Bioline). Subsequent qPCR was performed using PowerUp SYBR Green Master Mix (Applied Biosystems) in the QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific). The primers used for qPCR are listed in table S1. The amplification efficiency of all primers has been tested, and the optimized conditions were used in all qPCRs. Gene expression was calculated with the ∆∆*C*_t_ method normalized to the control gene encoding β-actin, and all measurements were performed in triplicate.

### Retroviral transduction

Vectors were firstly transfected to Platinum-E (Plat-E; Cell Biolabs) retroviral packaging cells by using BioT transfection reagent (Bioland Scientific) followed by a changing fresh medium at 24 hours. The virus-containing medium collected at 48 and 72 hours was filtered with a 0.45-μm polyvinylidene difluoride (PVDF) syringe filter (Millipore), followed by either direct transduction to T cells or storing at −80°C for later use. Naive CD4^+^ cells were activated by hamster anti-CD3 (0.25 μg/ml) and hamster anti-CD28 antibodies (1 μg/ml) in precoated plates for 20 hours before transduction. Transduction to activated CD4^+^ T cells was performed by spin infection with viral supernatants (2500*g*, 30°C for 2 hours) in the presence of polybrene (10 μg/ml; Sigma-Aldrich). Afterward, the plates were kept in the incubator at 37°C for 3 hours. The viral supernatant was replaced by a fresh culture medium with polarizing cytokines and antibodies for T_reg_ differentiation.

### Chromatin immunoprecipitation and DNA sequencing

ChIP was performed with the ChIP-IT High Sensitivity Kit (Active Motif, 53040). Briefly, a total of 2 × 10^7^ CD4^+^ cells from *SRC2^fl/fl^* or *SRC2^fl/fl^/CD4^Cre^* after T_reg_ differentiation were fixed and sheared as described in the ChIP-IT High Sensitivity manual. ChIP reactions were then performed on 30 μg of the prepared chromatin using specific antibodies (anti-SRC2 from Bethyl or anti-NFAT1 from Cell Signaling Technology) overnight, followed by precipitation with protein G agarose beads. DNA was recovered for sequencing or quantitative reverse transcription PCR to quantify specific DNA fragments that were precipitated. For sequencing, ChIP-enriched samples were sequenced on NovaSeq PE100 at TGen. The analysis was performed through Partek Flow. Briefly, the sequence reads were aligned to the mm10 mouse genome with validation of quality through prealignment and postalignment QA/QC. The enrichment of SRC2 binding sites across the genome was analyzed using MACS2. The primers used for RT-qPCR are listed in table S1.

### Western blotting and immunoprecipitation

For Western blotting, cells were lysed in radioimmunoprecipitation assay buffer containing 20 mM tris-HCl (pH 7.4), 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% NP-40, 1% sodium deoxycholate, 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM Na_3_VO_4_, and leupeptin (1 μg/ml) on ice for 45 min and spun down at 15,000 rpm for 10 min at 4°C to collect the extract. The 2× Laemmli sample buffer (Bio-Rad) containing β-mercaptoethanol was mixed with cell extract and heated at 95°C for 5 min. Protein was separated by SDS–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to PVDF membrane (Millipore). Target proteins were sequentially immunoblotted with relevant primary antibodies and fluorescent secondary antibodies (LI-COR Biosciences) followed by measuring fluorescent intensity with LI-COR Odyssey blot imager (LI-COR Biosciences).

For immunoprecipitation, 1 × 10^7^ cells were lysed in 300 μl of Pierce IP Lysis Buffer (Invitrogen) containing 1% Triton X-100, 20 mM tris-Cl (pH 7.4), 150 mM NaCl, and 5 mM EDTA supplemented with protease inhibitor cocktail (Sigma-Aldrich) on ice for 45 min and spin down at 15,000 rpm for 10 min at 4°C to collect the extract. Five percent of the cell lysate was saved for pre-IP samples. Cell lysates were incubated overnight with the relevant antibodies, and proteins were immunoprecipitated for an additional 4 hours at 4°C with protein A/G Sepharose beads (Millipore). Beads were washed twice by phosphate-buffered saline and by lysis buffer for the last wash. Beads were then suspended in 2× Laemmli sample buffer containing β-mercaptoethanol and heated at 95°C for 5 min. The supernatant containing precipitated proteins was subjected to SDS-PAGE and analyzed by immunoblot.

### Deletion of SRC2/NFAT1-binding region on *Nr4a2* promoter by CRISPR-Cas9

The CRISPR-Cas9 system was used for deleting the SRC2/NFAT1-binding region on mouse *Nr4a2* promoter. Pairs of primers containing sequences of nontargeting control single guide RNAs (sgRNAs), sgRNAs targeting mouse Foxp3, and sgRNAs targeting the upstream or downstream of SRC2/NFAT1-binding region on *Nr4a2* promoter were designed and cloned into retro-gRNA-eGFP vector. Plasmids containing sgRNAs targeting the upstream or downstream of SRC2/NFAT1-binding region on *Nr4a2* promoter were used together to generate retrovirus (crNr4a2) to delete the target region in CD4^+^ cells. Similarly, retroviruses were also produced with the plasmids containing nontargeting control sgRNAs (NTC) or sgRNAs targeting mouse Foxp3 (crFoxp3) to serve as a negative and a positive control to monitor the knocking down of Foxp3 upon infection. To confirm the deletion of SRC2/NFAT1-binding region on *Nr4a2* promoter, the genomic DNA from infected CD4^+^ cells was extracted and the SRC2/NFAT1-binding region abundance was assessed by PCR. As a control, we also deleted an adjacent DNA fragment (crNeg) on *Nr4a2* promoter using the same approach. The sgRNA sequences for NTC, crNr4a2, crFoxp3, and crNeg and the primers used to evaluate the abundance of targeted deletion fragment on *Nr4a2* promoter from genomic DNA are listed in table S1.

### Statistics and reproducibility

The results were analyzed for statistical significance with unpaired Student’s *t* test or one-way analysis of variance (ANOVA) where appropriate. All data are presented as means ± SD. *P* values are calculated using GraphPad Prism and presented where the statistical significance (*P* < 0.05) was found.

## Notes

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: Steroid nuclear receptor coactivator 2 controls immune tolerance by promoting induced Treg differentiation via up-regulating Nr4a2
**Source:** Sci Adv. 2022 Jun 15;8(24):eabn7662. doi: 10.1126/sciadv.abn7662
**Supplement:** Supplementary file 1 — Figs. S1 to S6 Table S1

Supplementary Materials for
**Steroid nuclear receptor coactivator 2 controls immune tolerance by
promoting induced T_{reg} differentiation via up-regulating Nr4a2**

Wencan Zhang *et al.*

Sci. Adv. **8**, eabn7662 (2022)
DOI: 10.1126/sciadv.abn7662

This PDF file includes:

Figs. S1 to S6
Tables S1

Fig. S1. SRC2 is not required for thymic Treg development but essential for Treg differentiation from naïve CD4⁺ T cells.

A Immunoblot analysis of SRC2 in CD4⁺YFP⁺ Tregs isolated from the spleen of *Foxp3^{YFP-Cre}* and *SRC2^{fl/fl}/Foxp3^{YFP-Cre}* mice. **B** Immunoblot analysis of SRC2 in CD4⁺ cells isolated from the spleen of *SRC2^{fl/fl}* and *SRC2^{fl/fl}/CD4^{Cre}* mice. **C** qPCR analysis of *Ncoa2* mRNA in indicated CD4⁺ T cells differentiated under Treg polarization conditions for different times (n≥3 per genotype). **D** qPCR analysis of *Ncoa2* mRNA in indicated CD4⁺ T cells differentiated under Treg polarization conditions for 48 hours (n=4 per genotype). **E, G** Thymic cellularity quantified using Cellometer (n=3-4 per genotype). **F, H** *Left two panels*: representative flow cytometric analysis of CD4 and CD8 on the surface of thymocytes. *Right panel*: summary of the percentage of CD4⁺CD8⁻ double negative (DN), CD4⁺CD8⁺ double positive (DP), CD4 single positive (SP) and CD8 single positive (SP) thymocytes for individual mice (n≥5 per genotype). Numbers indicate the percentage of the cells in gated area (throughout). **I** Representative flow cytometric analysis of CD4⁺ T cells from *Foxp3^{YFP-Cre}* mice for YFP and Foxp3 expression, indicating that CD4⁺YFP⁺ cells are Foxp3⁺ Tregs whereas CD4⁺YFP⁻ cells are Foxp3⁻. **J** Representative flow cytometric analysis (left panels) and percentage (right panel) of YFP⁺ iTreg induced from indicated naïve CD4⁺ cells shown in figure 1I in the presence of 5ng/ml TGFβ for 48 hours (n≥5 per genotype). **K** Representative flow cytometric analysis (left panels) and percentage (right panel) of Ki67⁺ cells among indicated genotypes of CD4⁺ cells 20 hours and 48 hours post Treg differentiation gated on Foxp3⁺ (top panels) or Foxp3⁻ (bottom panels) (n≥3 per genotype per group). **L** Representative flow cytometric analysis (left panels) and percentage (right panels) of live cells among indicated CD4⁺ cells 20 hours and 48 hours post Treg differentiation gated on Foxp3⁺ (top panels) or Foxp3⁻ (bottom panels) (n≥3 per genotype per group). Boxed region: cell population of interest. Data are from three experiments (**C, D, E, G; F, H, J, K, L**, right panels; presented as mean ± s.d.) or are from one representative of three independent experiments (**A, B, I; F, H, J, K, L**, left panels). *P<0.05; **P<0.01; **** *P*<0.0005; ns, not significant (two-tailed Students' *t*-test).

Fig. S2. SRC2 is required for generating induced Tregs *in vivo*.

A Representative flow cytometric analysis (left panels) and percentage (right panel) of sorted naïve Foxp3⁻CD4⁺ cells from *OT-II/SRC2^{fl/fl}* or *OT-II/SRC2^{fl/fl}/CD4^{Cre}* mice prior to adoptive transfer to *Rag1^{-/-}* mice (n=4 per genotype). **B** Gating strategy for lymphocytes recovered from central nervous system (CNS) of EAE-induced mice shown in figure 2D-2G. Boxed region: cell population of interest.

Fig. S3. Aged *SRC2^{fl/fl}/Foxp3^{YFP-Cre}* mice develop inflammation-associated lung tissue damages.

A Representative picture of aged *Foxp3^{YFP-Cre}* and *SRC2^{fl/fl}/Foxp3^{YFP-Cre}* mice. **B** Representative flow cytometric analysis (top panels) and percentage (bottom panels) of CD62L and CD44 in splenic CD4⁺YFP⁻ or CD8⁺ T cells from 6-10 weeks *Foxp3^{YFP-Cre}* and *SRC2^{fl/fl}/Foxp3^{YFP-Cre}* mice (n≥4 per genotype). **C** Percentage of Treg cells (YFP⁺) among CD4⁺ cells recovered from SPL, iLN and mLN of indicated genotypes of mice at different ages (n≥4 per genotype per group). **D** Representative flow cytometric analysis (top panels) and the MFI (bottom panels) for Foxp3 among CD4⁺YFP⁺ cells recovered from SPL, iLN and mLN of indicated genotypes of mice at different ages (n≥4 per genotype per group). **E** Representative flow cytometric analysis (left

panels) and percentage (right panels) of CD62L among YFP⁺CD4⁺ Treg cells recovered from SPL, iLN, mLN and lung from indicated genotypes of aged mice (n≥3 per genotype). **F** Absolute number of YFP⁺CD62L^{hi} cells in SPL from indicated genotypes of aged mice shown in **E**. Boxed region: cell population of interest. Data are from three experiments (**C**; **B**, **D**, bottom panels; **E**, left panels; presented as mean ± s.d.), two experiments (**F**; presented as mean ± s.d.) or are from one representative of three independent experiments (**A**; **B**, **D**, top panels; **E**, left panels). *P<0.05; **P<0.01; ns, not significant (two-tailed Students' *t*-test).

Fig. S4. SRC2 is dispensable for the suppressive function of Tregs in younger mice.

A Representative flow cytometric analysis (left panels) and the MFI (right panels) of Treg suppressive functional markers (CD73, CD39, CD25 and CTLA-4) among CD4⁺YFP⁺ cells from the spleens (top panels) and mLN (bottom panels) of 6-8 weeks *Foxp3*^{YFP-Cre} and *SRC2*^{fl/fl}/*Foxp3*^{YFP-Cre} mice (n≥4 per genotype). **B** Representative flow cytometric analysis (left panels) and percentage (right panel) of IL-17A⁺ and IFNγ⁺ among CD4⁺ cells recovered from mLN of *Rag1*^{-/-} recipients eight weeks after receiving CD45RB^{hi}CD25⁻CD4⁺ cells alone or together with CD4⁺YFP⁺ Treg cells from the spleens of *Foxp3*^{YFP-Cre} and *SRC2*^{fl/fl}/*Foxp3*^{YFP-Cre} mice (n≥4 per genotype). **C** Representative flow cytometric analysis (left panels) and the relative proliferation (right panel) of responder T cells cultured with varying ratios of splenic YFP⁺CD4⁺ Treg cells isolated from indicated mice of 26 weeks old (n=4 per genotype). Data are from three experiments (**A**, **B**, **C**, right panels; presented as mean ± s.d.) or are from one representative of three independent experiments (**A**, **B**, **C**, left panels). *P<0.05; **P<0.01; ns, not significant (two-tailed Students' *t*-test).

Fig. S5. SRC2 stimulates the expression of *Nr4a2* critical for Treg differentiation.

A Flow cytometric analysis of Foxp3 levels (left two panels) and relative degradation rate (right panel) in Treg differentiated *in vitro* from *Foxp3*^{YFP-Cre} and *SRC2*^{fl/fl}/*Foxp3*^{YFP-Cre} CD4⁺ T cells and treated with protein synthesis inhibitor CHX for different times (n=4 per genotype). **B** Schematic representation of RNA-seq analysis groups of indicated genotype of naïve CD4⁺ cells and CD4⁺ cells polarized under Treg differentiation conditions for 36 hours (n=3 per genotype per group) (left panel). Expression of Foxp3 after 36 hours Treg differentiation in indicated mice (n=3 per genotype) (middle panel). Right panel is the principal component analysis (PCA) of transcriptomes in four groups shown on left. **C** List of genes known to regulate the Treg differentiation. **D** Representative flow cytometric analysis of Foxp3 (left panel) and the percentage (right panel) of Foxp3⁺ cells among *SRC2*^{fl/fl}/*CD4*^{Cre} CD4⁺ cells transduced with virus expressing GFP alone (EV) or together with *Foxo1*, *Irf4* or *Myb* and polarized under Treg conditions for 48 hours (n≥3 per treatment per group). **E** Representative flow cytometric analysis of Foxo1 (left panel) and MFI (right panel) for Foxo1 among indicated genotypes of CD4⁺ cells polarized under Treg conditions for 24 hours and 48 hours (n≥3 per treatment per group). **F** Representative flow cytometric analysis of IRF4 (left panel) and MFI (right panel) for IRF4 among indicated genotypes of CD4⁺ cells polarized under Treg conditions for 24 hours and 48 hours (n≥3 per treatment per group). **G** Representative flow cytometric analysis of Foxp3 (left panels) and the percentage (right panel) of Foxp3⁺ Tregs among *SRC2*^{fl/fl}/*CD4*^{Cre} NGFR⁺CD4⁺ cells transduced by retrovirus expressing NGFR alone (EV) or together with *Nr4a2* (*Nr4a2*) and polarized under Treg conditions for 24 hours or 48 hours (n≥4 per treatment per group). **H** Representative flow cytometric analysis

of GFP and NGFR (top two left panels), and Foxp3 (bottom two left panels) in gated GFP⁺NGFR⁺ cells among *SRC2^{fl/fl}/CD4^{Cre}* CD4⁺ T cells transduced with retrovirus expressing NGFR/Nr4a2 together with virus expressing GFP (EV+*Nr4a2*) or together with virus expressing GFP/IRF4 (*Irf4*+*Nr4a2*) and polarized under Treg conditions for 48 hours (n≥3 per treatment per group). Right panel is the summary of the percentage of Foxp3⁺ Tregs among GFP⁺NGFR⁺CD4⁺ cells. **I** Representative flow cytometric analysis of GFP and NGFR (top two left panels), and Foxp3 (bottom two left panels) in gated GFP⁺NGFR⁺ cells among *SRC2^{fl/fl}/CD4^{Cre}* CD4⁺ T cells transduced with retrovirus expressing NGFR/Nr4a2 (*Nr4a2*) or together with virus expressing GFP/Foxo1 (*Foxo1*+*Nr4a2*) and polarized under Treg conditions for 48 hours (n≥3 per treatment per group). Right panel is the summary of the percentage of Foxp3⁺ Tregs among GFP⁺NGFR⁺CD4⁺ cells. Boxed region: cell population of interest. Data are from three experiments (**A, D, E, F, G**, right panels; presented as mean ± s.d.), two experiments (**H, I**, right panels; presented as mean ± s.d.) or are from one representative of three or two independent experiments (**A, D, E, F, G, H, I**, left panels). *P<0.05; ns, not significant (two-tailed Students' *t*-test in **A, E, F, G, H, I** and one-way ANOVA with Tukey's post-analysis multiple-comparison test in **D**).

Fig. S6. SRC2 recruited by NFAT1 binds to the promoter and activate gene expression of *Nr4a2*.

A SRC2 DNA-binding signals in the *Nr4a2* promoter region, detected by ChIP-seq assay, in indicated CD4⁺ cells 36 hours post Treg polarization. **B** Transcriptional factor-binding sites predicted by PROMO in the P0-P2 region of *Nr4a2* promoter (similarity >95%). **C** Full-length image of immunoblot assay shown in figure 6D. **D** Schematic representation of process of CRISPR/Cas9-mediated deletion of target DNA fragment. **E** Full-length image of immunoblot analysis of the expression of *Nr4a2* shown in 6F. **F** Schematic representation of the locations of the six regions on *Nr4a2* promoter covered by P0-P5 primers, and the cr*Nr4a2* region shown in Fig. 6A and the negative control region (crNeg) deleted using CRISPR/Cas9. **G** PCR analysis of the abundance of negative control region on *Nr4a2* promoter in CD4⁺ cells transduced with retrovirus expressing guiding RNAs, either non targeting control (NTC) or deletion of the negative control region (crNeg) showing in F, and polarized under Treg condition for 40 hours. **H** Immunoblot analysis of *Nr4a2* in naïve CD4⁺ cells or CD4⁺ T cells transduced with virus expressing NTC and crNeg shown in F and polarized under Treg conditions for 40 hours. Number in the bottom of the blots is the relative mean intensity of the band analyzed by histogram, and the right panel is the summary of the relative mean intensity of each band. **I** Representative flow cytometric analysis of Foxp3 (left panels), percentages of Foxp3⁺ cells (middle panels) and MFI for Foxp3 (right panels) among GFP^{hi}CD4⁺ cells transduced with virus expressing *NTC*, *crFoxp3*, *crNr4a2* and *crNeg* guiding RNAs, and polarized under Treg condition for 60 hours (n≥3 per treatment per group). Data are from two (**H**, right panel) or three experiments (**I**, middle and right panels; presented as mean ± s.d.) or are from one representative of three independent experiments (**C, E, G; H, I**, left panels). **P<0.01; **** *P*<0.0005; ns, not significant (two-tailed Students' *t*-test).

Table S1.

List of primers and guide RNA sequences used in this study.

Figure S1

A

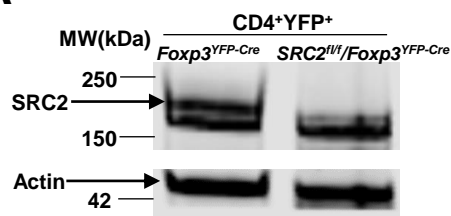

C

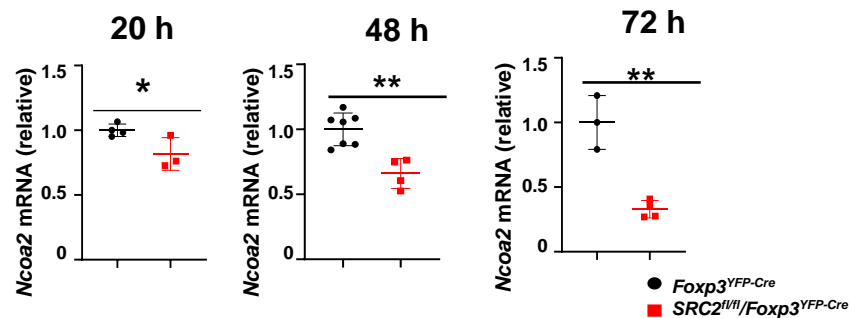

B

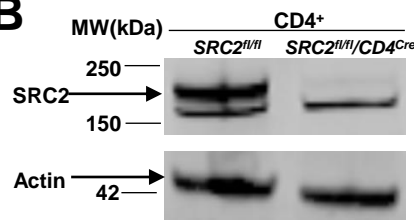

D

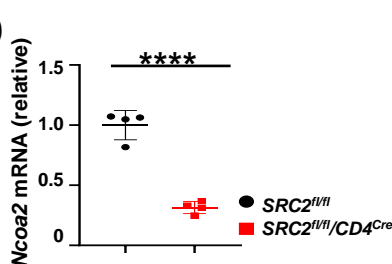

E

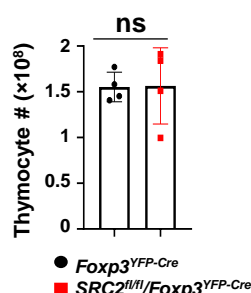

F

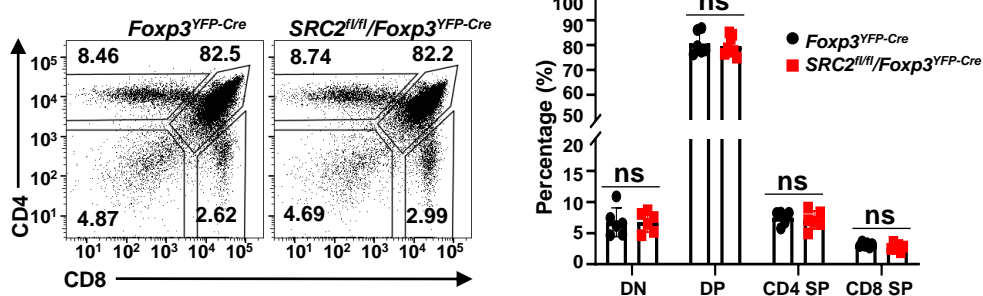

G

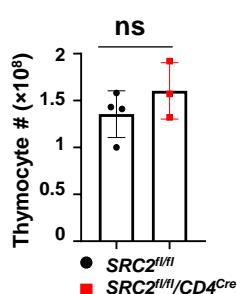

H

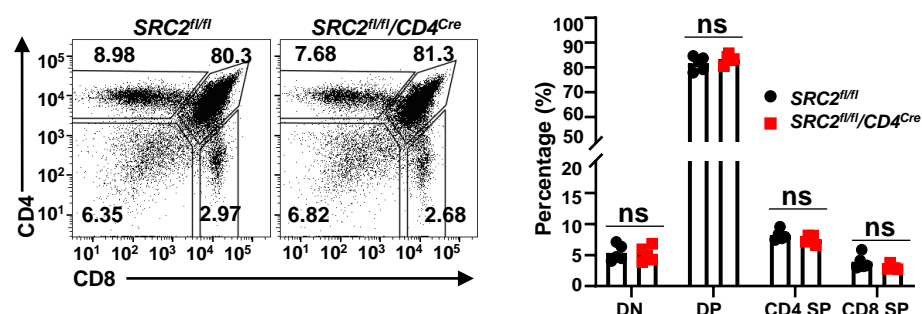

I

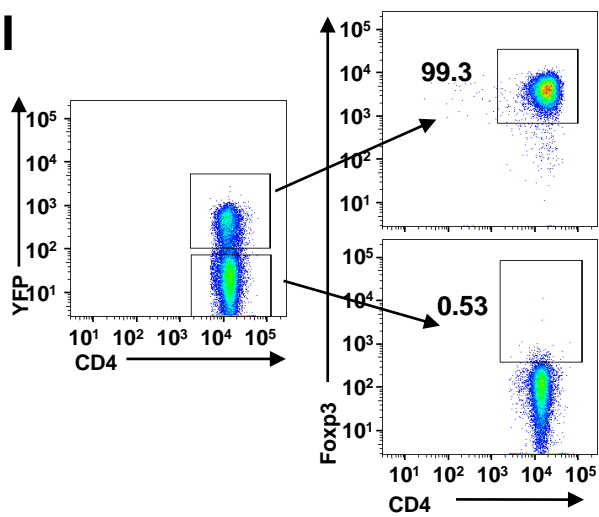

J

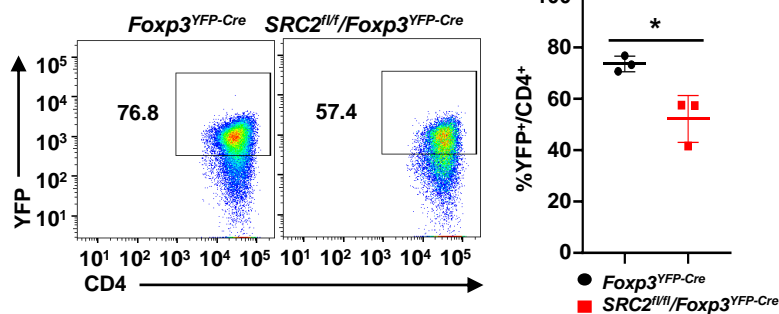

Figure S1 -continued

K

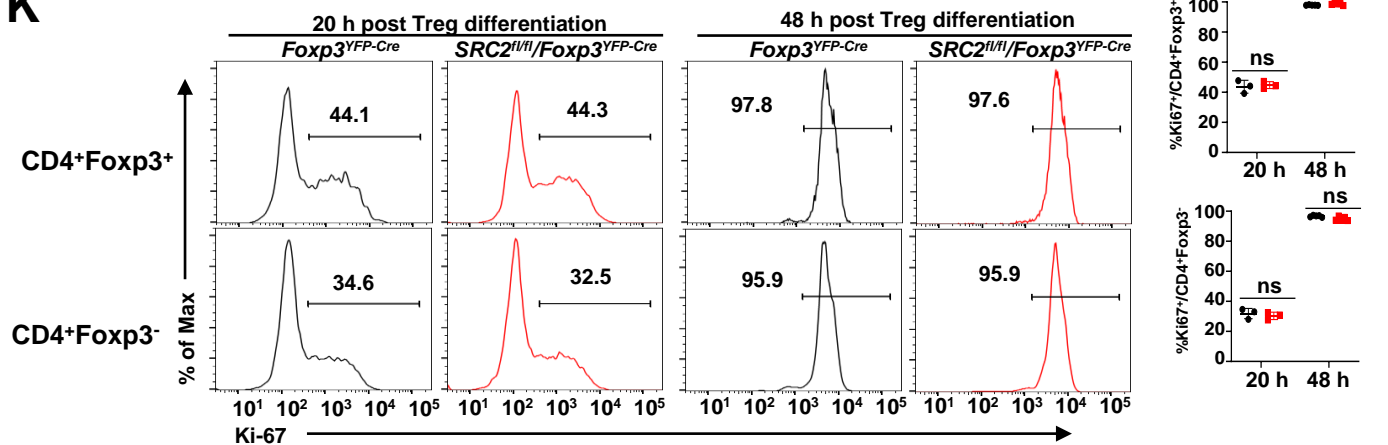

L

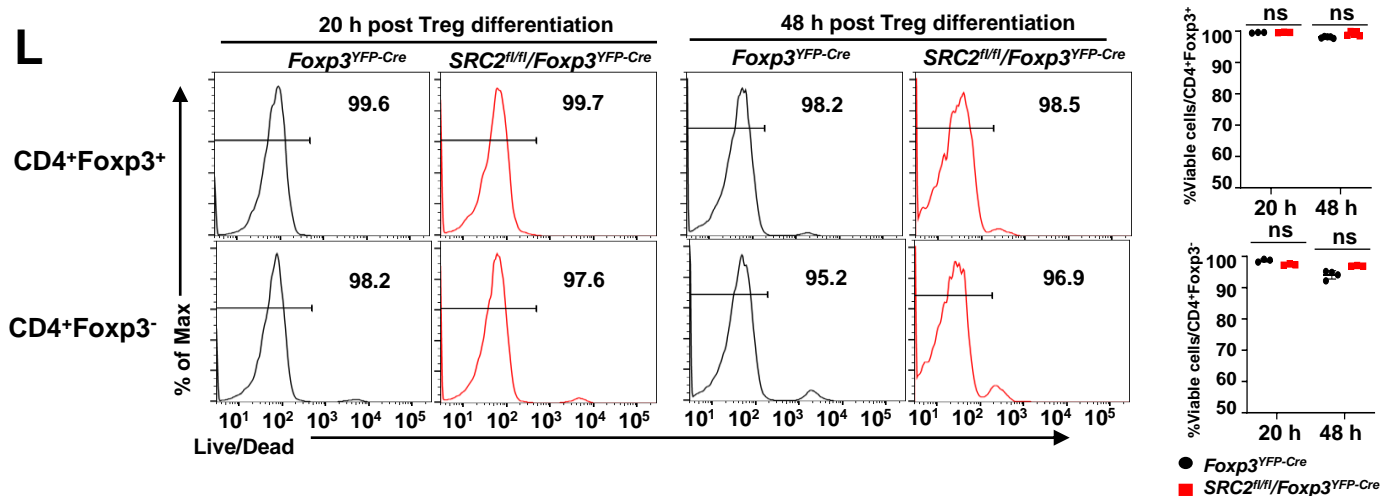

Figure S2

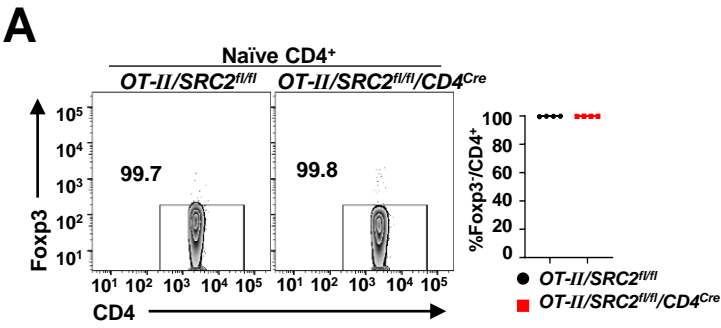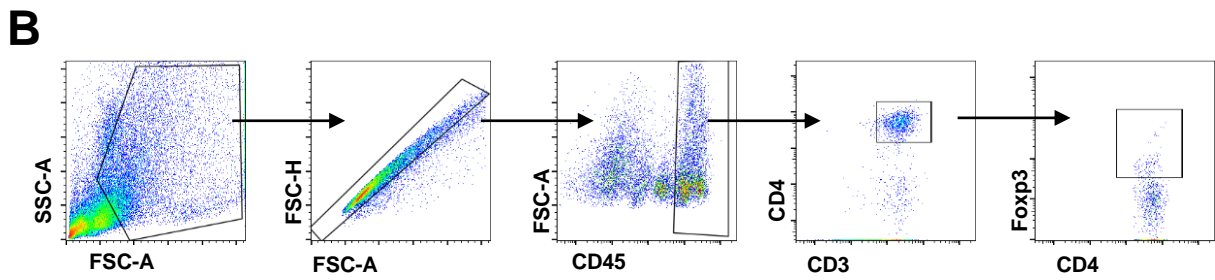

A

B

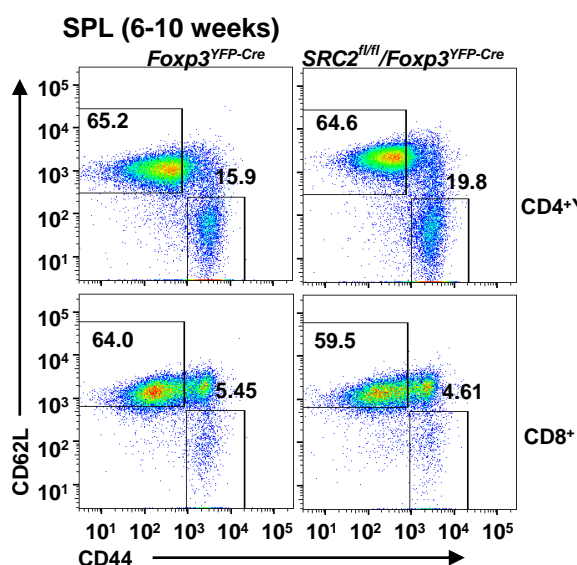

CD4⁺YFP-

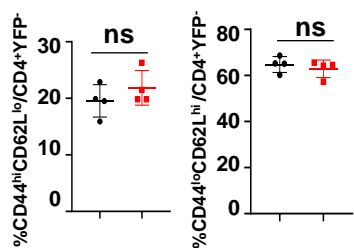

CD8⁺

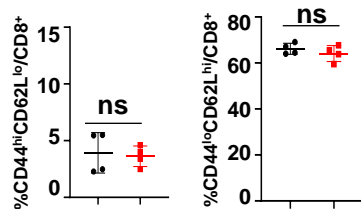

- *Foxp3*^{YFP-Cre}
- *SRC2*^{fl/fl}/*Foxp3*^{YFP-Cre}

C

20-25 weeks

40-45 weeks

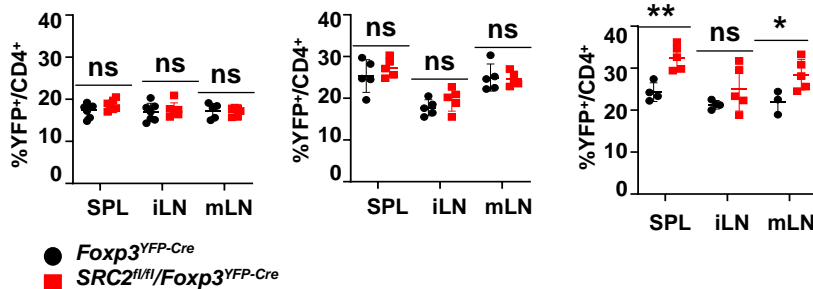

D

CD4⁺YFP⁺ cells

6-10 weeks

20-25 weeks

40-45 weeks

6-10 weeks

20-25 weeks

40-45 weeks

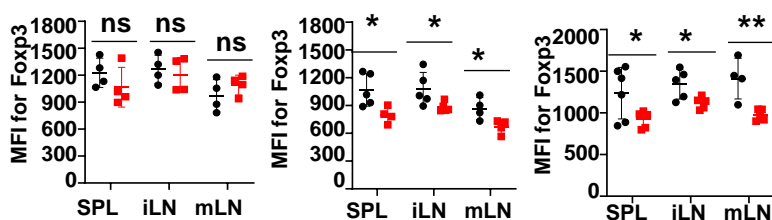

● *Foxp3*^{YFP-Cre}
■ *SRC2*^{fl/fl}/*Foxp3*^{YFP-Cre}

Figure S3 -continued

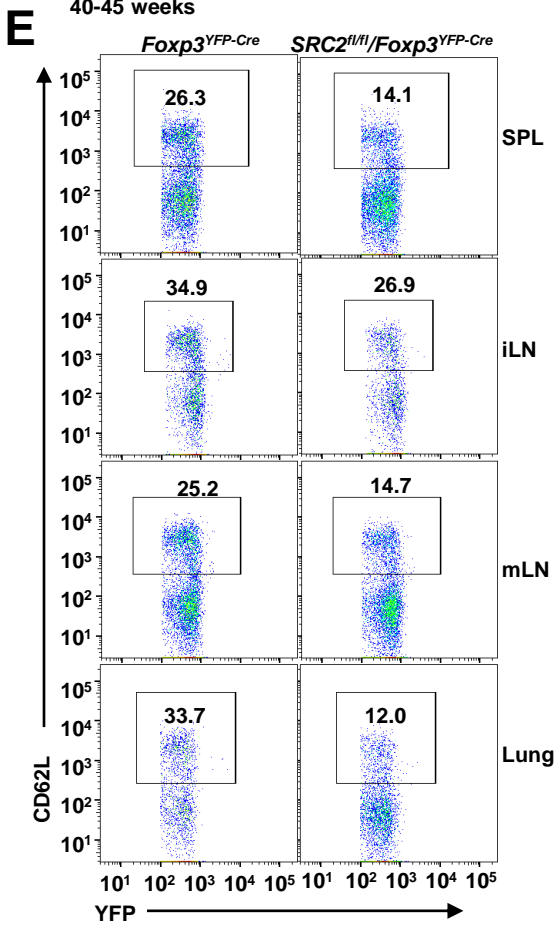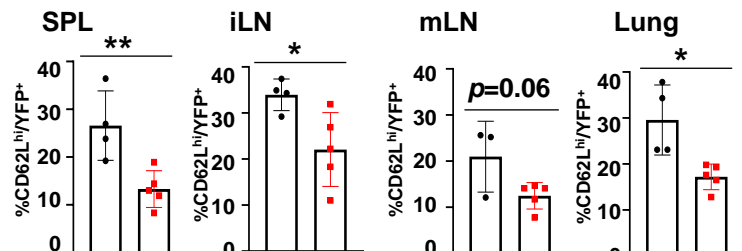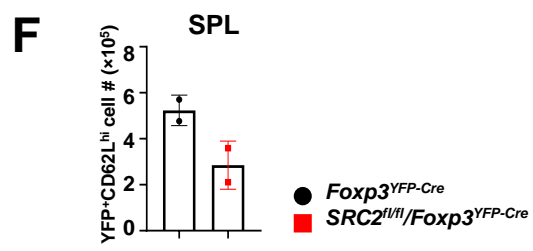

Figure S4

A

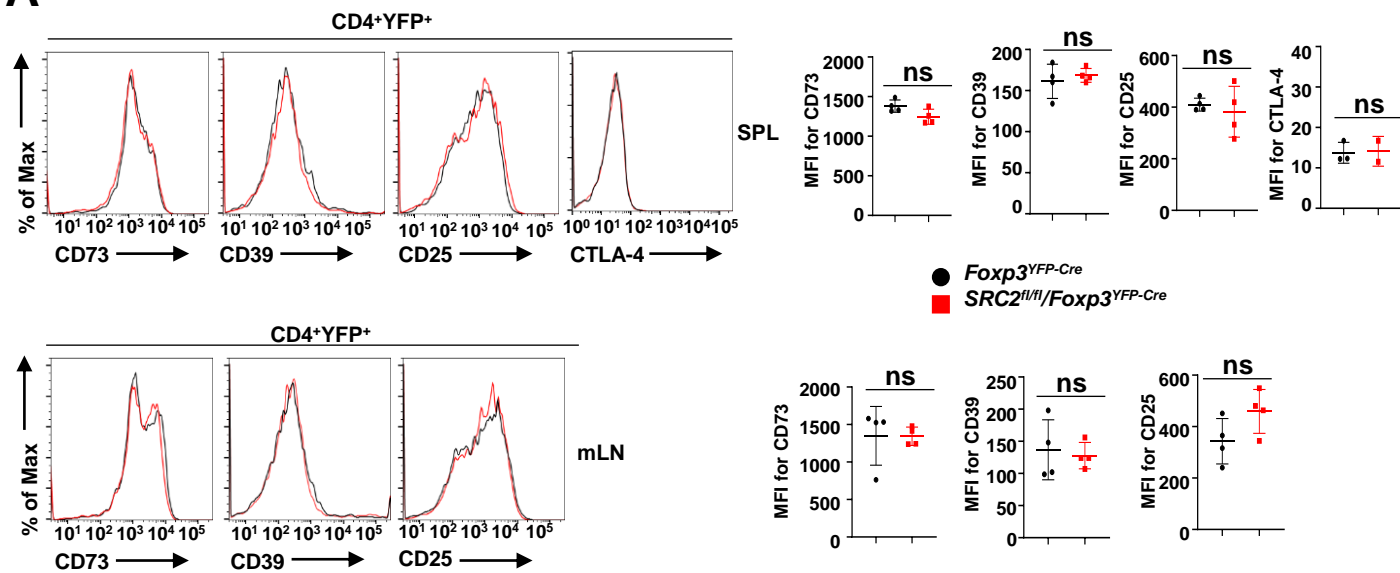

B

mLN CD4⁺ cells

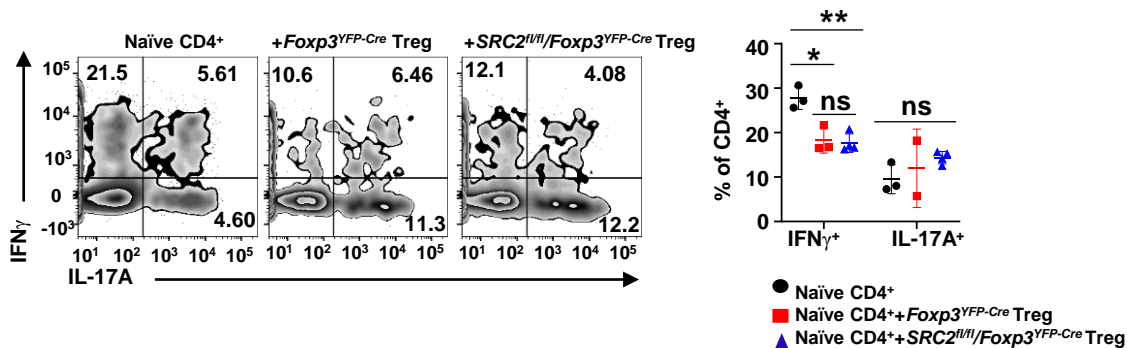

C

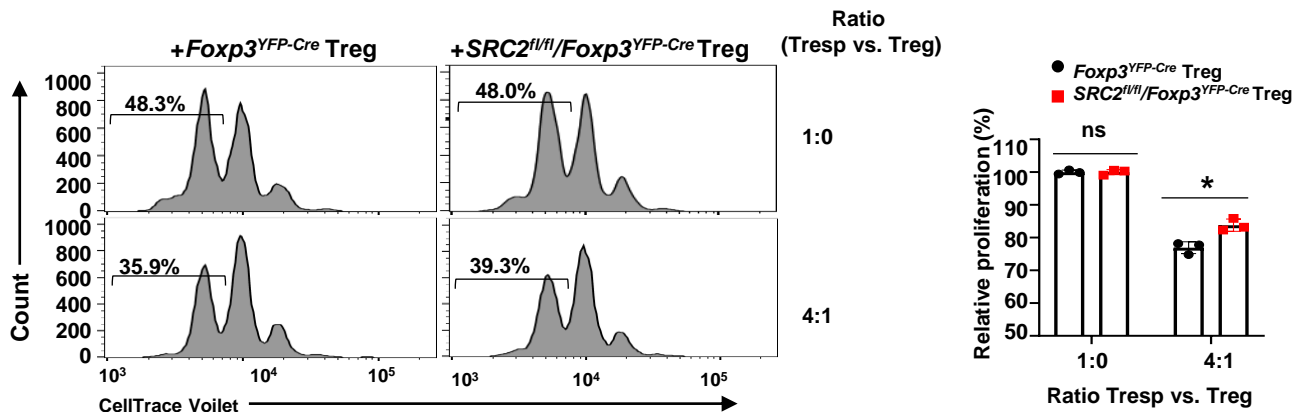

Figure S5

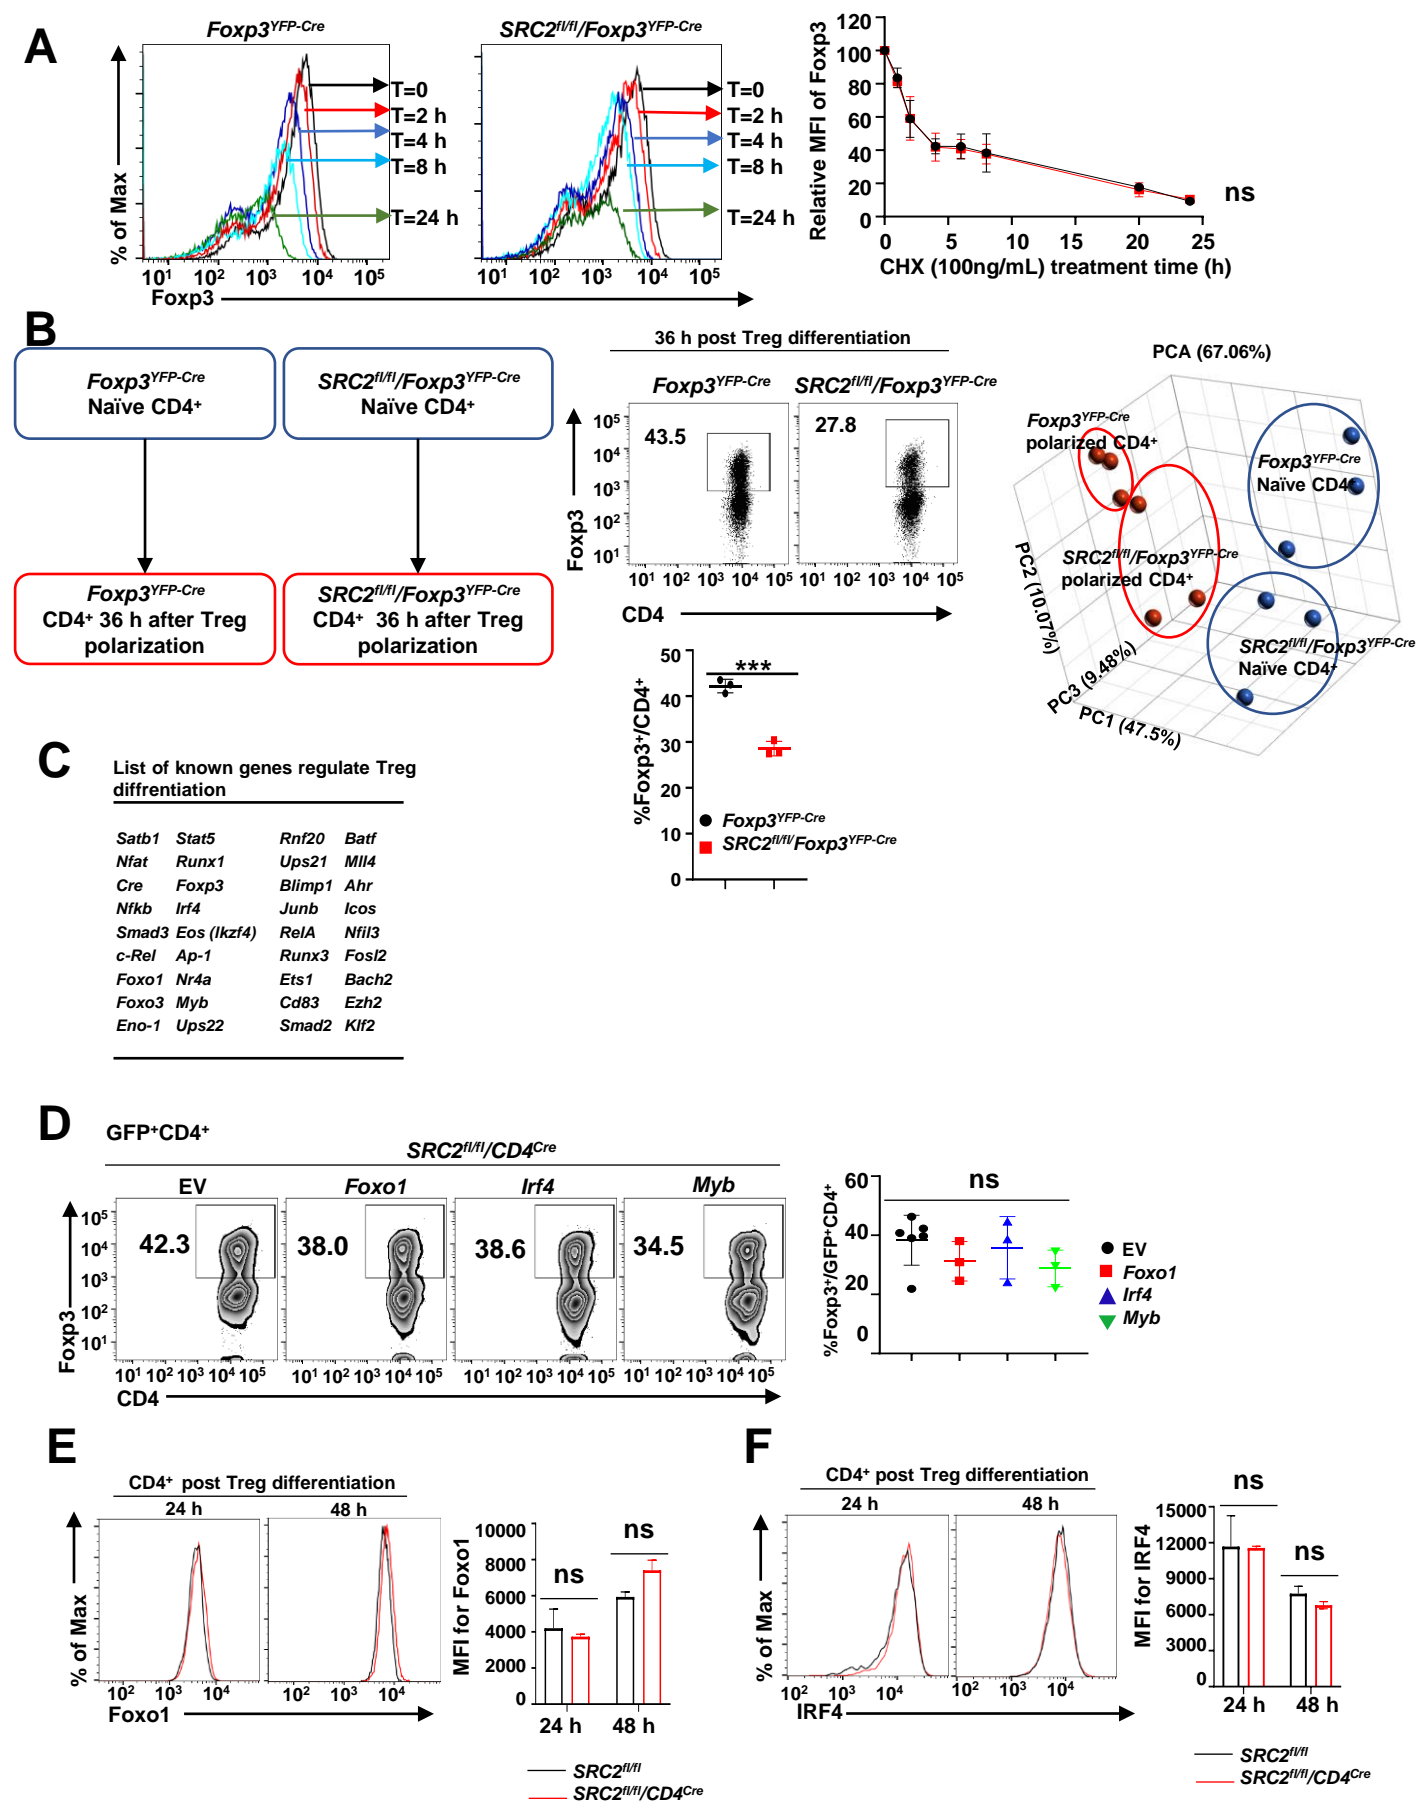

Figure S5 -continued

G

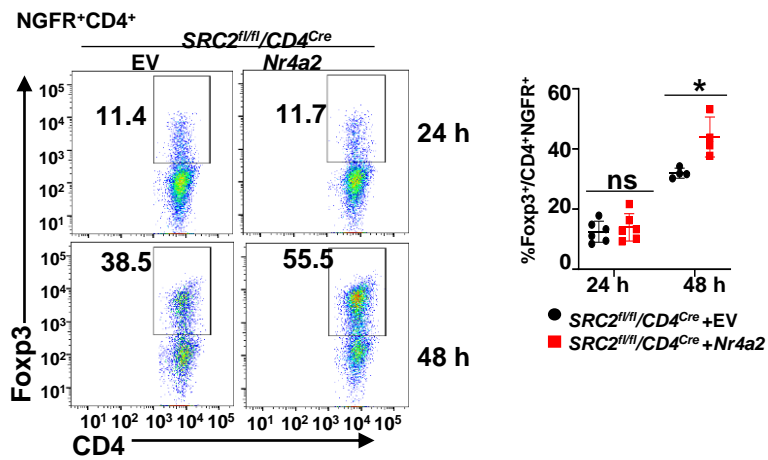

H

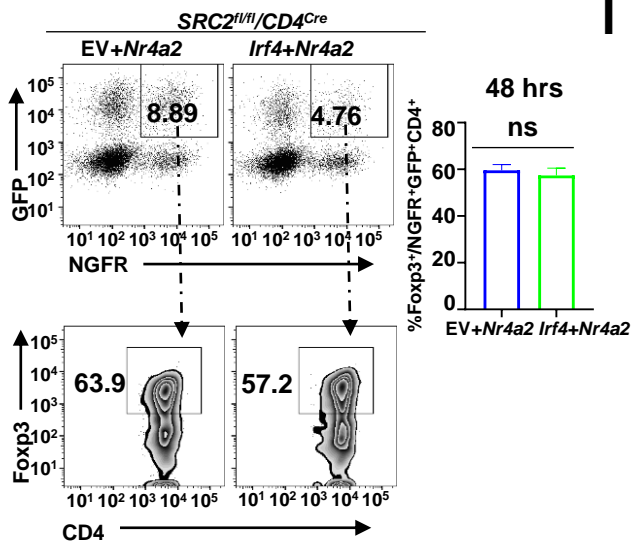

I

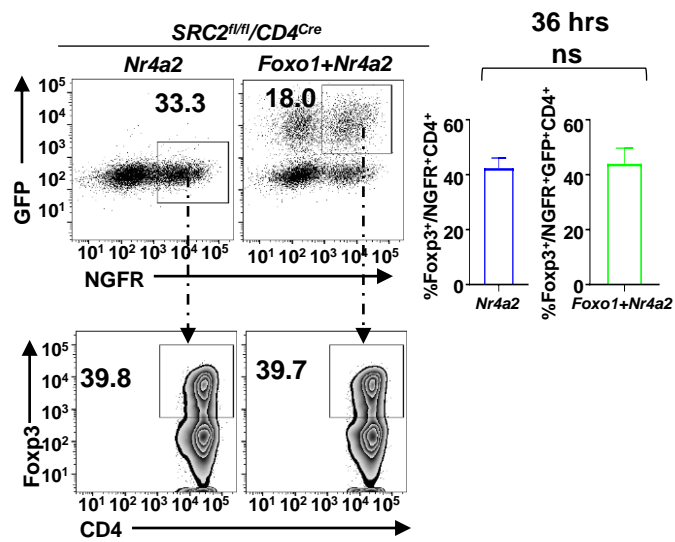

Figure S6

A

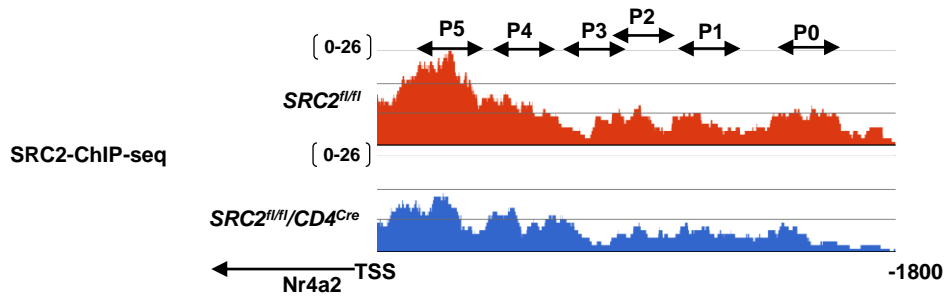

B

T-cell activation related transcriptional factors predicted by PROMO in the region of P0-P2 (similarity >95%)

STAT4
c-Jun
NFAT3
NFAT1
NFAT2
STAT6

C

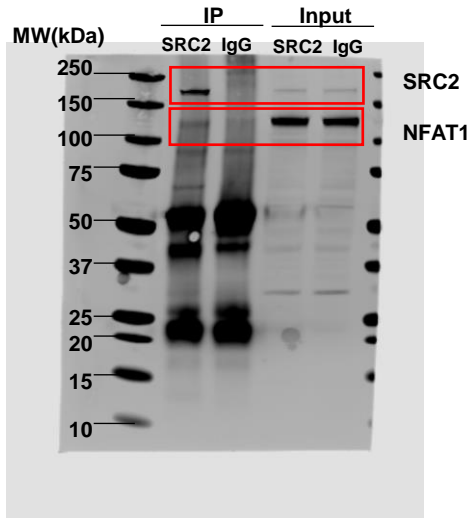

E

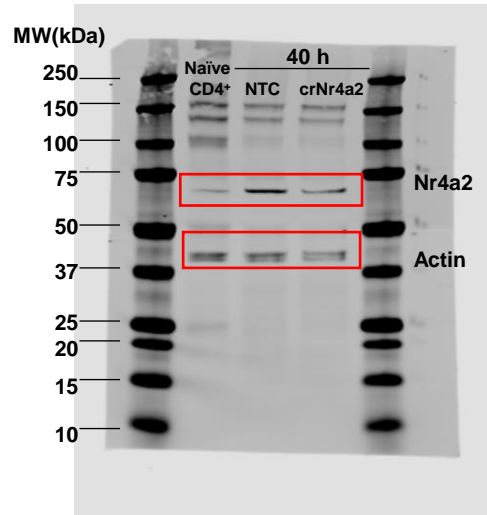

D

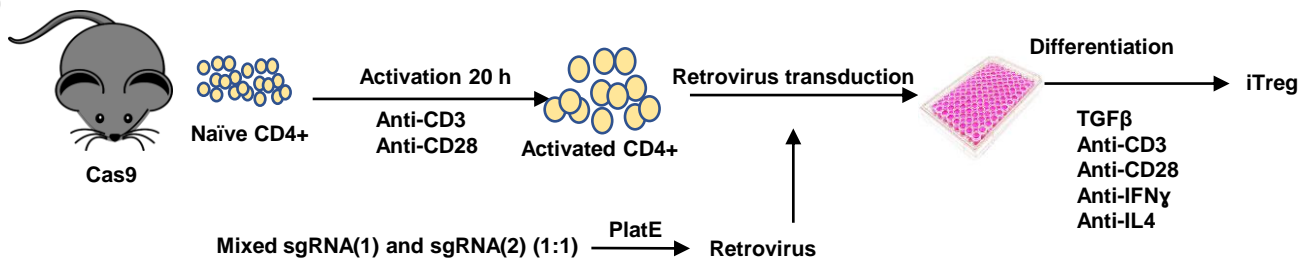

F

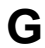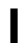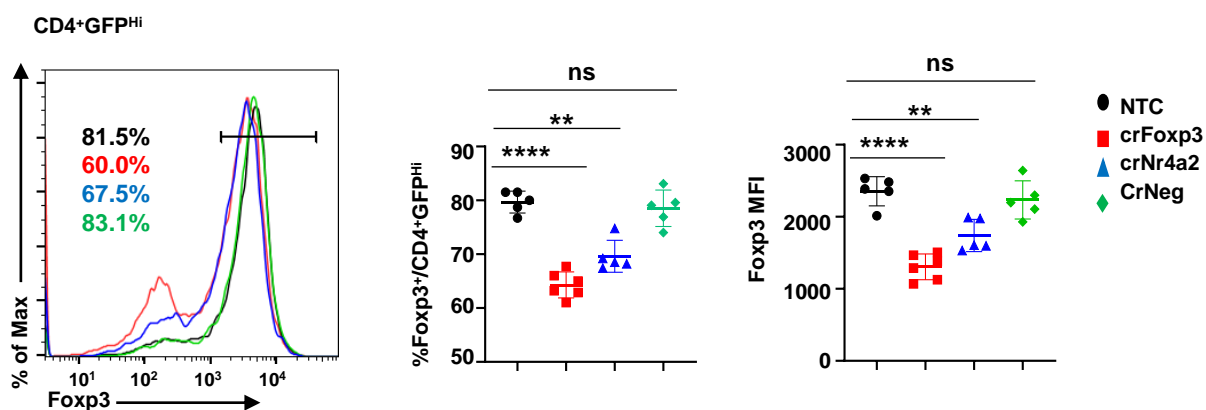

Table S1

**qPCR**	**Gene**	**Forward**	**Reverse**
	<i>Foxp3</i>	CCCATCCCCAGGAGTCTTG	ACCATGACTAGGGGCACTGTA
	<i>Ncoa2</i>	GACAGCGGCCAAATTACACC	ATAAGCGGCTGGCGATTCTG
	<i>Foxo1</i>	CCCAGGCCGGAGTTTAACC	GTTGCTCATAAAGTCGGTGCT
	<i>Myb</i>	AGACCCCGACACAGCATCTA	CAGCAGCCCATCGTAGTCAT
	<i>Irf4</i>	TCCGACAGTGGTTGATCGAC	CCTCACGATTGTAGTCCTGCTT
	<i>Nr4a2</i>	GTGTTCAGGCGCAGTATGG	TGGCAGTAATTTCAAGTGTGGT
	<i>Stat5a</i>	CGCCAGATGCAAGTGTGTAT	TCCTGGGGATTATCCAAGTCAAT
	<i>Actin</i>	GGGAAATCGTGCGTGACAT	GTCAGGCAGCTCGTAGCTCTT

**ChIP-qPCR**	**Binding site**	**Forward**	**Reverse**
	P0	GTCTAGGAAGGTCAGTGAGA	ATGCTGGTAGCTGTGTTC
	P1	AGAGTCCAGCGAAGACATA	CCTCAGGCATAGGAACTCTA
	P2	GAGATGACCACAAGAGTTGG	CCCGTAGATGAATGAAGATCAG
	P3	TTCCAGCAGAGTAGCTGAT	CTTCCAAGTCTGGTCCTTTG
	P4	CATCCTGAAGGCCACAAA	CTCCACTACAAAGTCCAGTG
	P5	GAAC TTGCAGAGGAGTTGAG	CAGCCGGCGCTATAAATAA

**CRISPR sgRNA**	**Sequence**
NTC (1)	GCGAGGTATTCGGCTCCGCG
NTC (2)	GCTTTCACGGAGGTTTCGACG
crNr4a2 (1)	GCATGAAAAGGAAACAACGG
crNr4a2 (2)	GATGAATAAGACACGCGTCA
crFoxp3 (1)	GCACCGTCTGGGGCCCGACT
crFoxp3 (2)	GGTTGTCCAGTGGACGCACT
crNeg (1)	GGGTATGTTTAATATTTACT
crNeg (2)	TTGTGCATTTCATCATAGGAG

**PCR**		**Forward**	**Reverse**
	**NFAT1/SRC2 binding region on Nr4a2 promoter**	CACCGGCATGGAAAGGAAACAACGG	AAACTGACGCGTGTCTTATTCATCC
	**Negative control region on Nr4a2 promoter**	CACCGGGGTATGTTTAATATTTACT	CACCGTTGTGCATTTCATCATAGGAG

How the deposited data were processed for this re-analysis (not part of the article)

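Bulk RNA-seq was measured in CD4+ cells after 36 hours of Treg polarization, with 3 libraries from Foxp3YFP-Cre mice and 3 from SRC2fl/fl/Foxp3YFP-Cre mice. The authors aligned reads to GRCm38, quantified them with the Partek E/M algorithm, normalized them to CPM with 0.001 added and compared the genotypes with the Partek GSA algorithm. They took genes with total counts over 10 as expressed. The aligner, the annotation and the version of Partek Flow are not given in the sources used here.

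The deposited values are the authors' mean CPM of each genotype. A column of totals deposited with them equals 3 times the sum of both means in all 2387 genes, to within a relative difference of 1e-06, so it is a sum of CPM over the 6 libraries and not raw counts. Within the same tolerance, the authors' ratio equals the mean of SRC2fl/fl/Foxp3YFP-Cre divided by that of Foxp3YFP-Cre, and their signed fold change is this ratio where it is at least 1 and otherwise the negative of its inverse. The authors' p-value and step-up adjusted p-value complete each row. No value per library was analysed, so depth, the spread between mice and principal components could not be examined, and no test was run between libraries. How the totals of single libraries set their CPM, and which of the GSA models was taken for a gene, could therefore not be examined either. CPM values move together if a few abundant genes differ between the genotypes.

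The design fixed before the data were examined assumed counts per library. Because the values are group means, its count-based tests, its principal components and its correlations between libraries were not used, and the authors' own p-values took their place. The log2 fold change was computed as the log2 of the ratio of mean CPM. The number of genes tested, 12151, was computed as the largest product of adjusted p and rank divided by the p-value. The ranks of the adjusted p-values then gave 2444 as the rank of the last of the 2387 genes analysed, so 57 genes were not analysed here. In 20 simulations of p-values of 12000 genes with 50 removed, the number tested was recovered each time. The last gene had a whole-number rank, as required here, in 18 of these, and the number removed before it was then recovered with an error of 0.

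Gene lists fixed before the data were examined, 25 in all, were counted by direction. Those with at least 5 members analysed, 9 in all, were tested with a two-sided Fisher's exact test of higher against lower genes, list members against the rest of the 2387 genes, with Benjamini-Hochberg adjustment over the lists. Counts adjusted over the list alone used the authors' p-values with every member not analysed set to not passing, which makes the count a lower bound. The test was tried on simulated lists of 15 of these genes, 200 at each setting. It called 5.0% of random lists, 29.5% of lists whose members each had a 50% chance of being lower, 83.0% at a 70% chance and 98.5% at an 80% chance. Members were drawn independently, so the 5.0% does not hold for lists of genes regulated together. Shorter lists and lists that lean higher were not simulated. As another test, list medians were set against 10000 random lists of the same size matched on mean CPM in 10 bins. These lists were drawn gene by gene, so this test also treats genes as independent. Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 was used. Gene positions are from GENCODE M21, which is on GRCm38, the build the authors name.

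Named genes follow a rule fixed beforehand: every gene the paper names for this comparison, the 10 largest rises and 10 largest falls at an adjusted p below 0.05 and a mean of at least 5 CPM in the higher genotype, and up to 4 members of each list with the smallest p, with lists of other cell types and sex-linked genes named in full. The directions in the paper's figures had been seen. A part of the rule that asked for no overlap between libraries could not be applied. Other thresholds, a minimum of 5 CPM, offsets of 1 and 5 CPM and the matched random lists were alternatives chosen after seeing the data, and so were a list of mast cell markers and the tests of lists without Foxp3 or Ncoa2. Values of some genes that the rule takes are not reported here.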

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

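The test of mast cell markers and that of genes near Ncoa2 were chosen only after the result was seen. The tests of sex, B cells, myeloid cells and Ncoa2 were written before. That of sex asked for values per library and was run on group means instead, with a cut-off not written before.

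A few genes known from antigen-presenting and myeloid cells, which the paper does not discuss, were far higher in SRC2fl/fl/Foxp3YFP-Cre cells, with a log2 fold change of 7.19 for Lyz2, 5.55 for H2-Ab1, 4.63 for H2-Aa and 3.42 for Ccl22. Other analysed markers of B cells and dendritic cells had smaller log2 fold changes, 1.23 for Fscn1, 1.02 for H2-Eb1, 0.65 for Zbtb46 and 0.43 for Cd74. None of these 4 had an authors' adjusted p below 0.05. These are ratios over unlike baselines and do not rank the rises in CPM. These lists had too few members analysed for a test of direction. A few cells of another type carried into the SRC2fl/fl/Foxp3YFP-Cre cultures are a candidate source, although naive CD4+ T cells were purified from spleen with a negative selection kit, a step meant to remove such cells, and its purity was not analysed here. The B cell markers analysed had a median log2 fold change of 2.82. Cd74, which already had 55.9 CPM in Foxp3YFP-Cre cells, rose to 75.3 CPM in SRC2fl/fl/Foxp3YFP-Cre cells in the authors' deposited table, and its log2 fold change of 0.43 is no evidence against a few carried-over cells, since such a baseline hides a small share. Cd79a and Ighm, which the test also asked for, were not analysed here. Their absence may reflect a low level alone and is no evidence against carried-over cells. Of the myeloid markers, Lyz2 alone was analysed, so their median of 7.19 is that of a single gene. Of 15 mast cell markers, 3 were analysed, Mcpt1, Mcpt2 and Il1rl1, all higher and each with an authors' adjusted p below 0.05. These tests leave each cell type open, and so is expression of these genes by the T cells themselves, which was not tested. A full separation of the genotypes by sex is argued against by Uty, a Y-linked gene. It had 15.1 CPM in Foxp3YFP-Cre cells and 24.9 CPM in SRC2fl/fl/Foxp3YFP-Cre cells in the authors' deposited table. Its P value there was 0.00497 and its adjusted p 0.13, so a partial imbalance of sex is not excluded. The paper states that littermates were matched for sex and age across groups. The sex of each mouse was not analysed here.

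Snhg6 had the smallest p of the genes analysed, with 12.5 CPM in SRC2fl/fl/Foxp3YFP-Cre cells and 80.7 CPM in Foxp3YFP-Cre cells in the authors' deposited table and a log2 fold change of -2.69, and the paper does not discuss it. It lies on chromosome 1 of GRCm38 from 9941959 to 9944118, 3.19 Mb from Ncoa2. A candidate explanation is a chromosome segment that came along with the floxed Ncoa2 allele from another strain, although the paper states that all mice were bred on the C57BL/6j background. Within 10 Mb of Ncoa2, 1 of 13 genes analysed had an adjusted p below 0.05, against 54 of 2329 elsewhere (two-sided Fisher's exact test, p = 0.27), but that 1 gene is Snhg6 itself, which prompted the test. Without it the count was 0 of 12, so the test decides nothing either way. An effect of SRC2 on Snhg6 stays open as well, untested.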

How the results depend on the processing

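No alternative fixed before the data were examined could be run, because each needs values per library: other scalings, other tests, filters on counts, the replicate block, leaving out each library, other splits of the libraries, and the estimated correlation and other set tests for gene lists. No paired analysis was possible because the values analysed are group means that carry no replicate numbers, although the labels number the replicates alike in both genotypes. All alternatives below were chosen after seeing the data. The 56 genes at an adjusted p below 0.05 became 203 at 0.1 and 10 with a Bonferroni adjustment over the 12151 genes tested. The 963 genes past the paper's thresholds became 200 with a fold change over 2 and 55 with an adjusted p in place of the unadjusted one. With a minimum of 5 CPM these counts were 48 and 783, and with 1 CPM added to both means the second was 846. With 5 CPM added, the log2 fold change of Nr4a2 was -1.05 and that of Myb -1.01, and those of Ncoa2, Foxp3, Irf4 and Foxo1 moved by at most 0.1. Of the 9 lists tested, 4 had an adjusted p below 0.05, against 1 of the 6 that could be tested on genes past a fold change of 1.4, 4 of 8 with the minimum of 5 CPM, and 6 of 9 against matched random lists. Without Foxp3 the adjusted p of the Treg signature was 0.064, and without Ncoa2 that of the SRC family list was 0.067. Of 25 list results under these alternatives, 17 kept their side of the threshold, 5 lost it and 3 gained it, and for each the cause was not tested. The depth of the libraries is unknown, so no limit from depth can be given.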

Differences from the paper's values

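The paper's log2 fold change of Ncoa2 is about -0.8 in Fig. 5A, read by eye, and that computed from the mean CPM is -0.36. For Foxo1 the paper's value is about -0.9 in Fig. 5A, read by eye, and the computed value is -0.58. None of the alternatives fixed before the data were examined could be run on group means. For Foxp3 and Nr4a2 the markers in that plot were read by eye at about -1.2 and -1.6. The computed values of -0.96 and -1.39 lie within the reading error, taken as 0.25. Each of these readings shows a larger fall than the computed value. A common offset in the reading or the scale was not examined, so the differences may not be particular to Ncoa2 and Foxo1.

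The paper places Ncoa2 among the genes with the strongest decrease, and Fig. 5A draws it beyond the fold change threshold. Here it was 1.29-fold lower, with rank 485 by size of the fall among 735 lower genes and rank 887 by p among the 2387 genes analysed. Its direction is the one the paper gives, as are the directions of Foxp3, Nr4a2, Myb, Irf4 and Foxo1.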

Other observations

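The analysed genes of cholesterol synthesis were higher in SRC2fl/fl/Foxp3YFP-Cre cells, but none had an authors' adjusted p below 0.05. Of the 25 genes of this list, 15 were analysed and all 15 were higher (Fisher's exact test, adjusted p = 0.028; 0.19 among genes past a fold change of 1.4). Idi1, an isomerase of the pathway, had a log2 fold change of 0.62, and adjusted over the list alone 12 members were higher. Of 21 glycolysis genes, 10 were analysed and all 10 were higher (Fisher's exact test, adjusted p = 0.067). This split is the most extreme possible toward higher genes, yet with 69.2% of all genes analysed higher its unadjusted p was only 0.037 (Fisher's exact test). The test thus has little power for a short list that leans higher, and nothing is concluded from its not passing. Pgam1 had a log2 fold change of 0.43 and Pgk1 one of 0.37, and adjusted over the list alone 8 members were higher. Of 12 glucocorticoid receptor targets, 8 were analysed, 5 lower and 3 higher (Fisher's exact test, adjusted p = 0.096, and 0.0024 against matched random lists). Both p-values treat genes as independent. Ddit4, an inhibitor of mTORC1 signaling, had a log2 fold change of 1.00 and Tsc22d3, which encodes GILZ, one of -0.68.

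Of 19 Th1 genes, 5 were analysed, all higher (Fisher's exact test, adjusted p = 0.37, and 0.022 against matched random lists). Fisher's exact test could not pass here for a list that leans higher, since even all 5 higher had an unadjusted p of 0.33. The test against matched lists treats genes as independent. The log2 fold change was 1.56 for Ccl4 and 2.02 for Ccl3, chemokines made by activated T cells and myeloid cells. Of 13 Th2 genes, 4 were analysed, 3 higher and 1 lower, the latter being Gata3 with -0.31. Of 13 Th17 genes, 4 were analysed, 2 higher and 2 lower, with 2.57 for Il17f and -0.49 for Rora. The Th2 and Th17 lists were too short to test, and no member had an authors' adjusted p below 0.05 except Il1rl1, with a log2 fold change of 3.01, which is also among the mast cell markers. Of 30 interferon response genes and of 19 apoptosis genes, 4 each were analysed, also too few to test. All were higher, as were 69.2% of all genes analysed, and adjusted over each list alone 0 and 2 of them passed. Of 20 genes of the unfolded protein response, 3 were analysed, 2 higher and 1 lower. The 1 gene analysed of 16 targets of ATF4, Sesn2, had a log2 fold change of 0.27, and the 1 gene analysed of 27 cell cycle genes, Mki67, had one of -0.34. Of the remaining lists, Itga2b was the 1 of 14 erythroid and platelet markers and Uty the 1 of 6 sex-linked genes analysed, with 0.79 and 0.72, and no marker of CD8 T and NK cells, of gamma-delta and innate-like T cells or of stromal and endothelial cells was analysed. Ccl22, a chemokine of dendritic cells and macrophages, had a log2 fold change of 3.42.

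Ncoa2 kept 77.7% of its Foxp3YFP-Cre level in SRC2fl/fl/Foxp3YFP-Cre cells. The hypothesis that the gene was deleted in only part of the cells required more than 25% to remain and was written before the data were examined. The value is consistent with it, as Cre is made only by cells that express Foxp3. Transcripts that lack the deleted exons but are still counted could also leave signal; this was not tested, since the values are per gene. The paper reports Ncoa2 mRNA greatly reduced by qPCR in such cells from 20 hours of polarization (fig. S1C) and lower at 36 hours (Fig. 5C). A large fall by qPCR would speak against deletion in a small part of the cells if the primers lie in the deleted exons, which was not examined here, so the choice between the explanations stays open.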
